# Comparative transcriptomics of the Djungarian hamster hypothalamus during short photoperiod acclimation and spontaneous torpor

**DOI:** 10.1002/2211-5463.13350

**Published:** 2021-12-20

**Authors:** Elena Haugg, Janus Borner, Victoria Diedrich, Annika Herwig

**Keywords:** RNA‐Seq, gene expression, metabolism, hypothermia, Siberian hamster, *Phodopus sungorus*

## Abstract

The energy‐saving strategy of Djungarian hamsters (*Phodopus sungorus,* Cricetidae) to overcome harsh environmental conditions comprises of behavioral, morphological, and physiological adjustments, including spontaneous daily torpor, a metabolic downstate. These acclimatizations are triggered by short photoperiod and orchestrated by the hypothalamus. Key mechanisms of long‐term photoperiodic acclimatizations have partly been described, but specific mechanisms that acutely control torpor remain incomplete. Here, we performed comparative transcriptome analysis on hypothalamus of normometabolic hamsters in their summer‐ and winter‐like state to enable us to identify changes in gene expression during photoperiodic acclimations. Comparing nontorpid and torpid hamsters may also be able to pin down mechanisms relevant for torpor control. A *de novo* assembled transcriptome of the hypothalamus was generated from hamsters acclimated to long photoperiod or to short photoperiod. The hamsters were sampled either during long photoperiod normothermia, short photoperiod normothermia, or short photoperiod‐induced spontaneous torpor with a body temperature of 24.6 ± 1.0 °C, or. The mRNA‐seq analysis revealed that 32 and 759 genes were differentially expressed during photoperiod or torpor, respectively. Biological processes were not enriched during photoperiodic acclimatization but were during torpor, where transcriptional and metabolic processes were reinforced. Most extremely regulated genes (those genes with |log2(FC)| > 2.0 and padj < 0.05 of a pairwise group comparison) underpinned the role of known key players in photoperiodic comparison, but these genes exhibit adaptive and protective adjustments during torpor. Targeted analyses of genes from potentially involved hypothalamic systems identified gene regulation of previously described torpor‐relevant systems and a potential involvement of glucose transport.

**Abbreviations**
HT: hypothermia
log2(FC): logarithm of fold change to the base 2
LP: summer‐like long photoperiod
NT: normothermia
padj: adjusted *P*‐value
SP: winter‐like short photoperiod
Tb: core body temperature
ZT: *Zeitgeber‐time*

Djungarian hamsters (*Phodopus sungorus,* Cricetidae) are photoperiodic mammals [1, 2]. In summer or summer‐like long photoperiod (LP; e.g., 16:8 light:darkness), they have a high body mass, body temperature, and activity level. They are reproductively active and camouflaged to their environment by a light brown fur. As soon as photophase decreases below 13 h of light per day during autumn in the field [3], or after a transfer to winter‐like short photoperiod in captivity (SP; e.g., 8:16 light:darkness), the hamsters reduce body temperature, activity during scotophase, food intake, and body mass. They recede their gonads and stop to reproduce. They grow a dense white winter fur which improves insulation capacity [4, 5, 6]. The manifestation of these acclimation parameters is highly individual and therefore variable within a cohort [6].

After about ten weeks of short photoperiod exposure, the individual acclimation reaches a certain threshold. 75% of hamsters start to express spontaneous daily torpor, even at 20 °C ambient temperature with food and water *ad libitum* [6]. Torpor is characterized by a precisely regulated natural reduction of metabolism resulting in a body temperature decrease below normothermic values, so‐called hypothermia [7], for several hours during photophase [8]. On average, torpor is expressed on two days of a representative week. However, torpor behavior is highly individual [6].

Morphological, behavioral, and physiological acclimatizations to environmental cues such as day length are elements of a complex energy‐saving strategy that is orchestrated within the hypothalamus by the photoperiodic neuroendocrine system including the suprachiasmatic nucleus, the endogenous mammalian photic, and circadian pacemaker [9, 10, 11]. The underlying regulatory mechanisms of photoperiod‐controlled adjustments of body mass and reproduction in *Phodopus* have been extensively studied and were recently reviewed [12]. They involve gene expression changes in the thyroid system via the *Pars tuberalis* of the pituitary gland, in energy metabolism, mediated by glucose‐sensitive tanycytes lining the third ventricle, and in the signaling of hypothalamic neurons sensitive, for example, *POMC, NPY, AGRP,* and *CARTPT,* which drive orexigenic and anorexigenic physiological responses [13, 14]. Since the expression of torpor is dependent on signaling of various hormonal systems changing with photoperiodic as well as nutritional state and circadian rhythm, it can be assumed that the hypothalamus is also involved in its proximate control. Although several hypothalamic systems are likely to regulate torpor, gene expression studies using either whole transcriptome approaches or targeted gene expression analyses could not yet nail down specific mechanisms [15, 16].

In a previous NGS approach, we tried to identify signaling mechanisms within the hamsters’ hypothalamus during torpor entrance [17]. However, the data revealed general molecular adjustments likely maintaining functional integrity, rather than signaling mechanisms. It is unclear which thresholds are applicable to pin down physiologically relevant genes. In general, transcriptome analyses in a nonmodel organism such as the Djungarian hamster are challenging given the lack of both an annotated reference genome and standardized, adequate bioinformatical as well as statistical pipelines [17, 18]. In the present study, we used the hamsters as physiology‐based model organism for seasonal acclimation and torpor research, in which some of the underlying hypothalamic signaling mechanisms have already been disentangled. We sequenced hypothalami of summer‐like long photoperiod‐ and winter‐like short photoperiod‐acclimated hamsters in their normothermic state, as well as of short photoperiod‐acclimated hamsters during torpor. With this data set, we tried to define parameters allowing us to confirm already known gene expression changes in a photoperiodic context. We assumed that the applied methods would also identify genes that are likely to have biological relevance in hypothalamic torpor control. Despite enrichment analyses and most extremely regulated genes, we specifically screened for indicator genes that were preselected from hypothalamic systems potentially involved in torpor control, such as the circadian system, thyroid system, growth axis, and metabolic energy balance. [12]

## Materials and methods

### Breeding and housing

Twelve Djungarian hamsters *(Phodopus sungorus)* were bred in 2019 according to an outbred crossing scheme in the indoor breeding colony at the Institute of Neurobiology (Ulm University, Germany) in accordance with the local ethics committee (35/9185.46‐3). Ambient temperature was maintained at 20 ± 1 °C. Artificial light (150 lux) was provided 16 h per day in summer‐like long photoperiod (LP). Additional constant red light (< 5 lux) enabled animal handling during the scotophase. Tap water and food (Altromin hamster breeding diet 7014, Lage, Germany) were provided *ad libitum*, supplemented by cucumber, oat flakes, and sunflower seeds once a week. Adult hamsters were single housed in Makrolon Type III cages (26.5 × 42.5 × 18.0 cm) with wooden bedding and tissue as nesting material.

### Radiotelemetry

To assess spontaneous torpor expression, the core body temperature (Tb) was monitored in real time in a resolution of 3 min using a radiotelemetry system with DataQuest™ artbronze software (DSI—Data Sciences International, Harvard Bioscience Inc., St. Paul, MN, USA). A receiver board (RPC1) was positioned under each individual home cage. A transmitter (model TA‐11TA‐F10, silicone‐coated, 1.1 cc volume, 1.6 g weight, 0.15 °C accuracy) was implanted intraperitoneally under isoflurane anesthesia (2.5% and 1 mL·min^−1^ for induction, 0.75 to 2.0% and 0.4 mL·min^−1^ for maintenance) and carprofen analgesia (5 mg·kg^−1^ i.p. Rimadyl®, Zoetis Deutschland GmbH, Berlin). Recovery from surgery was supported by additional oat flakes, sunflower seeds, cucumber, and nesting material. Body mass, fur care, posture, and behavior were monitored daily for about seven days until recovery. Experimental and surgical procedures were approved by the Regierungspräsidium Tübingen, Germany (1411). Radiotelemetry data of hamsters were analyzed previously [6].

### Key data of hamsters

Four of the twelve hamsters remained in LP, had an initial body mass of 33 ± 4 g, and were not implanted with DSI transmitters. They were sacrificed with a body mass of 34 ± 4 g at an age of 30 ± 1 weeks. Eight of the twelve hamsters were transferred to winter‐like short photoperiod (SP) with 8 h of light per day at an age of 17 ± 3 weeks, were implanted with DSI transmitters at an age of 29 ± 2 weeks, and sacrificed two to eight weeks later at an age of 33 ± 4 weeks. During the 16 ± 2 weeks of SP acclimation, they reduced their body mass by 21 ± 13% to 27 ± 2 g. Background information on each hamster is provided (Table S1).

### Sampling scheme

All twelve hamsters were sacrificed 4 h after the beginning of the photophase at approximately ZT04 (Fig. 1) in three sampling groups: either SP‐hypothermic at the nadir of torpor (SP‐HT, *n* = 4, three males, one female, Tb = 24.6 ± 1.0 °C), SP‐normothermic (SP‐NT, *n* = 4, two males, two females, Tb = 35.3 ± 0.3 °C), or LP‐normothermic (LP‐NT, *n* = 4, two males, two females, not implanted). Before sampling, all SP‐acclimated hamsters had expressed at least one torpor bout (Table S1). Spontaneous daily torpor was defined as a core body temperature below 32 °C for at least 30 min [16, 19, 20]. The body temperature patterns of the last day and the day before are provided (Fig. S1). All hamsters were sacrificed with carbon dioxide. The circulatory system was perfused transcardially with 0.1 M sterile PBS (pH = 7.42). To reduce the number of laboratory animals, the hamsters were dedicated to several studies on other organs taken after decapitation (unpublished data).

**Fig. 1:**
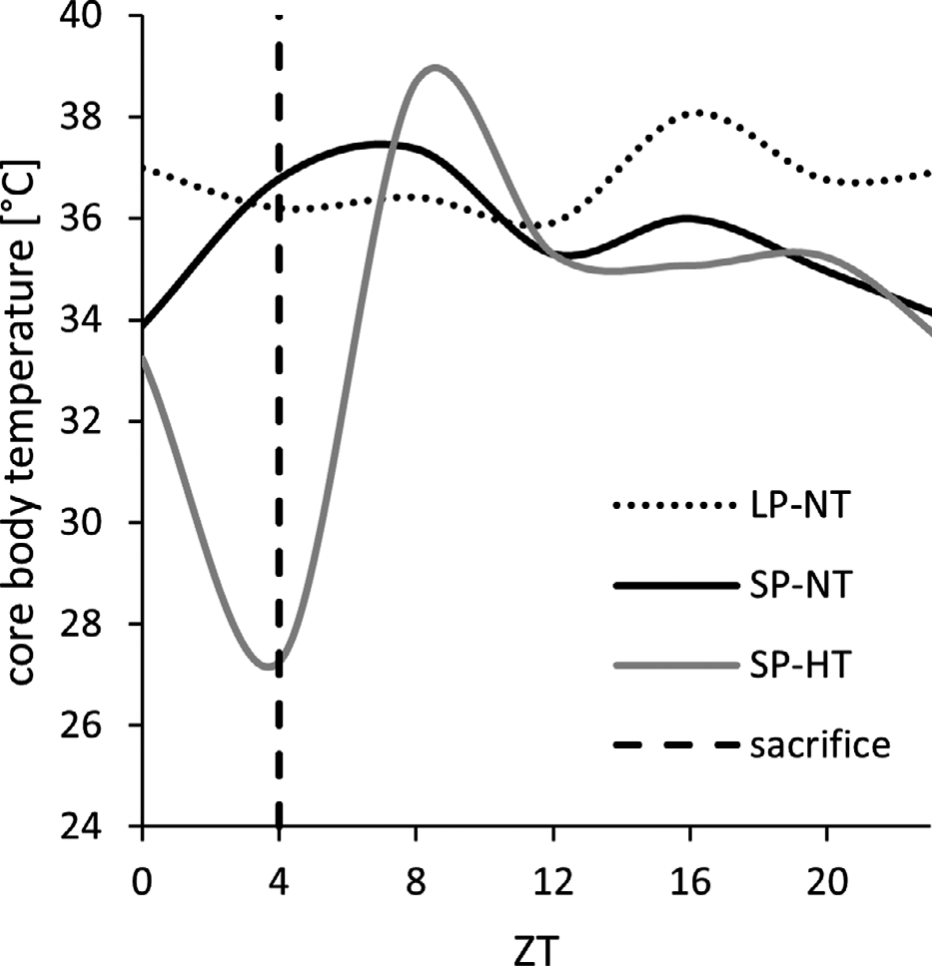
Exemplary core body temperature patterns. Raw data measured in intervals of 3 min were processed to mean body temperature per hour and displayed in intervals of 4 h. The hamsters of this study were sacrificed around ZT04 (vertical line). Individual core body temperature patterns of SP‐acclimated hamsters are attached in Fig. S1. LP‐acclimated hamsters of this study were not implanted. Plotted data were derived from another studies’ hamster which was monitored in LP as well as SP with food and water *ad libitum* at 20 °C ambient temperature [6].

### Dissection of hypothalamus

The brain was quickly removed, shock frozen on dry ice, and stored at −80 °C. For further processing, the brains were trimmed in a cryochamber of −17 °C with a razor blade. The hypothalamus was clearly visible as a central elevation on the ventral side of the brain expanding from Bregma 0.38 mm to −2.80 mm (according to the mouse brain atlas [21]). The hypothalamus was first trimmed to a tissue cuboid cutting from ventral to dorsal. To remove the thalamus and the cortex, brains were cut from anterior to posterior directly on the anterior part of the anterior commissure, visible as most ventral bilateral white matter. Edges of the tissue cuboid were removed cutting from ventral to dorsal to resemble the cylindric shape of the hypothalamus.

### Purification of total RNA, isolation, and sequencing of mRNA

Hypothalamic tissue was homogenized in 100 µL buffer RLT with beta‐ME using prefilled 2‐mL beadbug tubes containing Zirconium beads (Biozym Scientific GmbH, Oldendorff, Germany) on a microtube homogenizer (D1030‐E, Benchmark Scientific Inc., Sayreville, NJ, USA). Purification of total RNA was performed using the RNeasy Midi Kit (Qiagen GmbH, Hilden, Germany). The concentration of total RNA ranged between 15 and 86 ng·µL^−1^ (56 ± 23 ng·µL^−1^; NanoDrop 2000 spectrophotometer, Thermo Fisher Scientific GmbH, Dreieich, Germany). For further processing, the samples were sent to StarSEQ GmbH, Mainz, Germany. The RNA integrity number (RIN) varied between 7.8 and 9.5 (8.5 ± 0.5). The rRNA ratio [28 s/18 s] varied between 1.4 and 1.8 (1.7 ± 0.1). The mRNA was isolated and the library prepared (NEBNext® Ultra™ II directional, dual index RNA). RNA‐Seq was performed in 2020 on an Illumina NextSeq 500 (1 lane, 50 mio paired end reads, 2 × 25 mio reads, 2 × 150 nt, 7.5 gb).

### Bioinformatics

Bioinformatics were performed on the bwForCluster NEMO of the Baden‐Württemberg High Performance Computing (bwHPC) project. After quality control of each fastq file using FastQC 0.11.9 [22], on average, 32,717,097 read pairs per sample (Table S2) were processed in several steps. Data of each sample were prepared with trim‐galore 0.6.6 [23]. In total, 392,605,160 read pairs from all samples were pooled to generate a single *de novo* transcriptome assembly containing 868,657 transcripts using Trinity 2.8.5 [24, 25]. The transcripts were mapped against the reference proteome of *Mus musculus* (GRCm39, Annotation Release 109) using blastx 2.5.0+ with an e‐value < 1E‐5 [26, 27]. In total, 171,923 transcripts of the hamster assembly were successfully mapped against the reference. A reduced assembly containing only transcripts with a hit against a mouse protein was generated using ‘extract_hits_from_fasta.rb’. A transcript‐to‐GeneID dictionary was generated based on the best hit to the mouse proteome by using ‘hits_to_genemap.rb’. The reads from each sample were then mapped back to the reduced assembly using bowtie 1.3.0 [28]. The non‐normalized differential gene expression was calculated for each sample using rsem 1.3.1 [29].

### Data depositories and supplied scripts

The raw Illumina data have been deposited at the NCBI Sequence Read Archive under SRA Study accession number SRP326941 within the Bioproject PRJNA743775. Both, the original and the processed *de novo* assembly and the non‐normalized gene expression have been deposited in NCBI's Gene Expression Omnibus [30]. These data are accessible through GEO Series accession number GSE179663 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179663). An overview of accession numbers within SRA and GEO is attached as Table S2. The data processing pipeline from raw Illumina data to non‐normalized gene expression are attached as Doc S2. Both ruby‐scripts were uploaded to SourceForge (https://sourceforge.net/projects/prepare‐transcript‐to‐gene‐map/). The R‐script with R‐session info is attached as Doc S3.

### Statistics

Statistics and principal component analysis were performed in RStudio 3.5.2 [31, 32] using DESeq2 [33, 34, 35]. Data were normalized across all samples of a pairwise group comparison to level methodical bias. In this study, two pairwise group comparisons were conducted: NT: SP vs LP to reveal photoperiod‐driven differential gene expression of normothermic Djungarian hamsters, and SP: HT vs NT to detect torpor‐driven differential gene expression of SP‐acclimated Djungarian hamsters. Processing and graphical representation of normalized data was performed with Microsoft Excel (Office 365, 2016).

### Data interpretation

Data analysis was based on the numerical GeneID. One GeneID includes all isoforms, precursors, and preproproteins. Per gene present with at least ten counts in a pairwise group comparison, the averaged count per group was compared with the averaged count of the other group, resulting in the gene’s fold change, provided as log2(FC), and the significance of this fold change (adjusted *P*‐value, padj). A negative fold change indicates a downregulated gene, a positive fold change an upregulated gene. A log2(FC) of −1 indicates half the expression in the first‐named compared with the second‐named group of a pairwise comparison, while a log2(FC) of 1 indicates a doubled expression, a log2(FC) of 2 a quadrupled expression, etc.

### Gene expression profiling

Several analyses were used in this study to pin down the most relevant data. The principal component analysis (Fig. 2) visualizes the distance between each sample of this study by their respective overall gene expression. The volcano plots for each pairwise group comparison (Fig. 3) visualize each genes’ fold change dependent on its significance. In this study, differentially expressed genes were defined as statistically significant with a padj < 0.05 and any fold change. Highly statistically significant differentially expressed genes were stated as padj < 0.001.

**Fig. 2:**
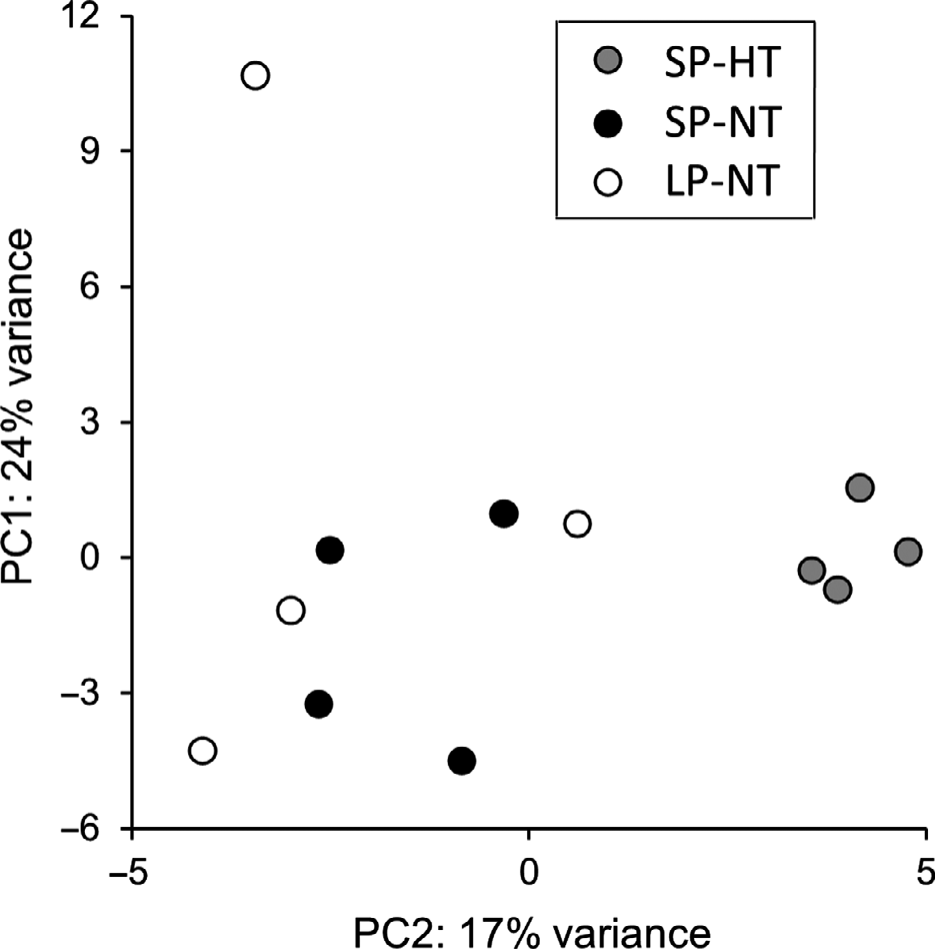
Principal component analysis. Differences in gene expression profiles of samples and sampling groups in the first two dimensions. The closer two dots, the more similar the gene expression profiles of two samples.

**Fig. 3:**
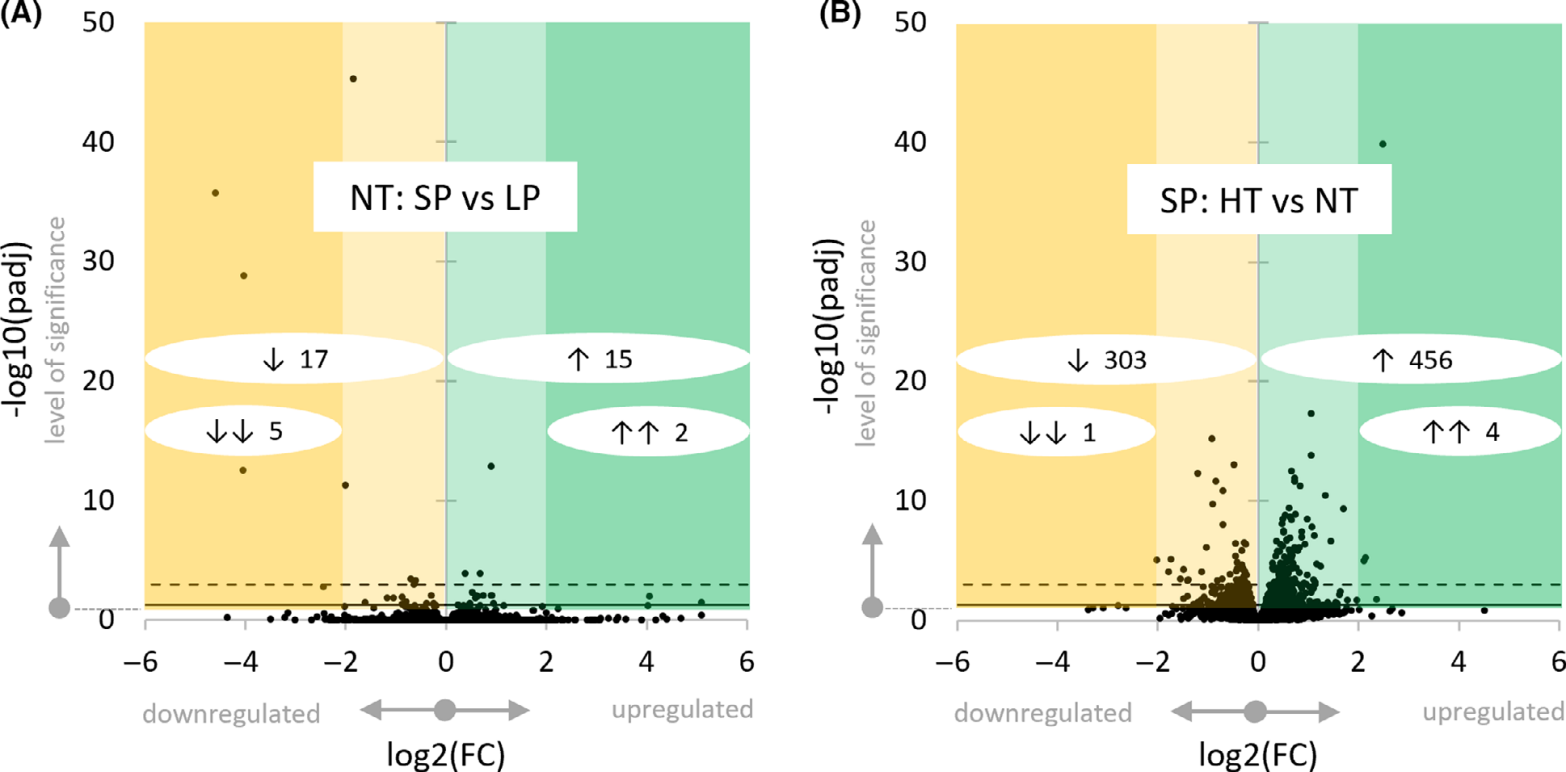
Volcano plots. Differential gene expression for the NT: SP vs LP comparison (A) and the SP: HT vs NT comparison (B). All mapped genes (dots) are represented by fold change (x‐axis) in dependence on significance (y‐axis). Differentially expressed genes are shown in the colored areas above the horizontal significance threshold (black line, −log10(0.05) = 1.3). Genes indicated with padj < 0.001 throughout this study are shown above the dotted line (−log10(0.001) = 3.0). The numbers of regulated genes per area are indicated (white circles expanding over the fold change values covered, with ↓↓ extremely downregulated in dark yellow area, ↓ downregulated in yellow area, ↑ upregulated in green area, ↑↑ extremely upregulated in dark green area).

### GO enrichment analysis

A GO enrichment analysis for each pairwise group comparison was performed to identify biological processes that are under regulation. The differentially expressed genes with padj < 0.05 were tested. All present genes with any padj‐value served as background to create the baseline of expectable regulation of biological processes. Data were analyzed using the PANTHER Overrepresentation Test (Released 20210224) based on the GO Ontology database (https://doi.org/10.5281/zenodo.4495804 Released 20210201), with Fisher’s exact as test type and false discovery rate correction. (PANTHER‐tool via http://geneontology.org/) [36, 37, 38]. The genes’ fold change was irrelevant for this test.

### Most extremely regulated genes

In addition to the threshold of significance, padj < 0.05, a threshold for the fold change, |log2(FC)| > 2, was applied to detect the most extremely regulated genes in the pairwise group comparisons.

### Indicator genes

As reviewed earlier, several hypothalamic systems including the circadian clock system, thyroid system, growth axis, and energy metabolism are of relevance in photoperiodic acclimation and/or orchestration of torpor [12]. Here, we specifically screened for differential expression of genes relevant to these systems in each pairwise group comparison. Immediate early genes of the Fos/Jun family were screened as representatives of transcriptional activity [39, 40, 41]. Our list of preselected indicator genes was extended to additional gene products and their receptors according to their annotation of biological function in the systems of interest according to AmiGO 2 (http://amigo.geneontology.org/amigo/search/annotation, 17.09.2021) and search in the UniProt knowledge base (https://www.uniprot.org/), again using *Mus musculus* as reference. The 68 preselected indicator genes are introduced in Table 1.

**Table 1:** The 68 preselected indicator genes. Genes of several key systems with potential regulatory function in torpor expression and photoperiodic status were screened for differential gene expression.

System	#	Gene	Gene product
Transcription	1 + 2	*Fos* + *Fosb*	Proto‐oncogene c‐fos + protein fosb
	3 + 4 + 5	*Jun* + *Junb* + *Jund*	Transcription factor ap‐1 / c‐jun + jun‐b + jun‐d
	6 + 7	*c‐Jun1* + *c‐Jun3*	c‐jun‐amino‐terminal kinase‐interacting protein 1 + 3
Clock	8	*Avp*	Vasopressin‐neurophysin 2‐copeptin
	9	*Avpr1a*	Vasopressin v1a receptor
	10 + 11	*Bmal1* + *Bmal2*	Brain and muscle arnt‐like 1 + 2
	12	*Bhlhe40*	Class e basic helix‐loop‐helix protein 40
	13	*Clock*	Circadian locomoter output cycles protein kaput
	14 + 15	*Cry1* + *Cry2*	Cryptochrome 1 + 2
	16	*Gpr50*	Melatonin‐related receptor
	17	*Id2*	DNA‐binding protein inhibitor id‐2
	18	*Mta1*	Metastasis‐associated protein mta1
	19 + 20	*Mtnr1a* + *Mtnr1b*	Melatonin receptor type 1a + 1b
	21 + 22 + 23	*Per1* + *Per2* + *Per3*	Period circadian protein homolog 1 + 2 + 3
	24	*Pml*	Protein pml
	25	*Ppp1cc*	Serine/threonine–protein phosphatase
	26	*Timeless*	Protein timeless homolog
	27	*Vip*	Vasoactive intestinal peptide
Thyroid	28 + 29	*Dio1* + *Dio2*	Iodothyronine deiodinase type i + ii
	30	*Dio3*	Thyroxine 5‐deiodinase
	31	*Mct8*	Monocarboxylate transporter 8
	32 + 33	*Thra* + *Thrb*	Thyroid hormone receptor alpha + beta
	34	*Trh*	Pro‐thyrotropin‐releasing hormone
	35 + 36	*Trhr* + *Trhr2*	Thyrotropin‐releasing hormone receptor 1 + 2
	37	*Tshr*	Thyrotropin receptor
	38	*Txnip*	Thioredoxin‐interacting protein
Growth	39	*GH*	Somatotropin / growth hormone
	40	*Sst*	Somatostatin
	41 ‐ 45	*Sstr1 ‐ Sstr5*	Somatostatin receptor type 1 ‐ 5
Metabolism	46 + 47	*Tas1r3* + *Tas1r2*	Taste receptor type 1 member 3 + 2
	48	*Glut1*	Glucose transporter member 1
	49 ‐ 52	*Glut3 ‐ 6*	Glucose transporter member 3 ‐ 6
	53	*P2ry1*	P2y purinoceptor 1
	54	*Fgfr1*	Fibroblast growth factor receptor 1
	55	*Insr*	Insulin receptor
	56	*Lepr*	Leptin receptor
	57	*Agrp*	Agouti‐related protein
	58	*Cartpt*	Cocaine‐ and amphetamine‐regulated transcript protein
	59	*Pomc*	Pro‐opiomelanocortin
	60 + 61	*Mc3r* + *Mc4r*	Melanocortin receptor 3 + 4
	62	*Npy*	Pro‐neuropeptide y
	63 + 64	*Npy1r* + *Npy2r*	Neuropeptide y receptor type 1 + 2
	65	*Qrfp*	Orexigenic neuropeptide qrfp
	66	*Qrfpr*	Pyroglutamylated rf‐amide peptide receptor
	67	*Ncam1*	Neural cell adhesion molecule 1
	68	*Vim*	Vimentin, cytosceleton of glial cells

## Results

To validate known mechanisms of photoperiodic acclimation and to generate hypotheses of underlying mechanisms of spontaneous torpor control, this study analyzed hypothalamic mRNA‐Seq data gained from LP‐acclimated normothermic, SP‐acclimated normothermic, and SP‐acclimated hypothermic Djungarian hamsters.

### Gene expression profiles

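Hypothalamic mRNA of 12 Djungarian hamsters was sequenced, with 4 hamsters in each of the groups LP-NT (16 h of light, normothermic), SP-NT (8 h of light, normothermic) and SP-HT (8 h of light, in torpor), all sacrificed at about ZT 4. All read pairs were pooled by the authors into a de novo assembly, transcripts with a mouse protein as best hit were kept and grouped by the numerical mouse GeneID, and the reads of each sample were mapped back and quantified with RSEM. The deposited values are RSEM expected counts per GeneID, not normalized, with an effective length per GeneID and sample. They cover 17191 GeneIDs, each of which can join isoforms, precursors and hamster paralogs with the same best mouse hit. The expected counts summed to between 21732663 and 22710560 per sample in LP-NT (median 22089202), between 22860110 and 24186918 in SP-NT (median 23941442) and between 20204979 and 23018123 in SP-HT (median 21832555). These totals were between 66.5% and 71.2% of each sample's read pairs, as given in the paper's Table S2. Read pairs were more numerous in every SP-NT sample than in every SP-HT sample, so depth differed together with torpor. The expected counts were rounded to whole numbers, genes with a sum of at least 10 counts over the 8 samples of a comparison were kept, and the groups were compared by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, without covariates. A positive log2(FC) is higher expression in SP-NT than in LP-NT for photoperiod, and higher expression in the samples labelled SP-HT than in those labelled SP-NT for torpor. Standard errors given with edgeR values are the size of the log2(FC) divided by the square root of the test's F statistic. They restate the test and are no separate evidence. Normalized counts, in CPM, use TMM factors over all 12 samples. The files pair no gene names with the GeneIDs. Names were therefore attached through the paper's Tables 3, 4 and S3, by finding the GeneID whose log2(FC) and adjusted p in DESeq2 with effective lengths as normalization factors equal the printed values, with the sign of the torpor log2(FC) left out of the match. The size of a log2(FC) in that setting is for this reason no independent evidence for a named gene, while its counts, its sign in torpor and its values in the other settings were not used for the name.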

The *de novo* transcriptome assembly with 392,605,160 read pairs (Table S2) gained from 12 hypothalamic samples had on average 32,717,097 read pairs per sample. 171,923 transcripts of 868,657 transcripts in total were successfully mapped against more than 16.000 annotated genes of the reference *Mus musculus*.

A principal component analysis was conducted to describe the distance of each samples’ overall gene expression profile (Fig. 2). Samples were tightly clustered within the hypothermic SP‐acclimated group, less clustered within the normothermic SP‐acclimated group, and most diverse within the normothermic LP‐acclimated group. 

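The variance stabilizing transformation of DESeq2 was applied to all 12 samples, and the distance of each sample from the mean of its group was taken over the 500 most variable genes. The mean distance was 6.26 ± 0.948 (SD, n = 4) in SP-HT, 6.75 ± 1.03 (SD, n = 4) in SP-NT and 7.94 ± 2.00 (SD, n = 4) in LP-NT. No pair of groups differed by more than the spread between samples (two-sided exact permutation tests over 70 splits, p = 0.171 for LP-NT against SP-HT, p = 0.371 for LP-NT against SP-NT and p = 0.486 for SP-NT against SP-HT, and 0.486 for each after Benjamini-Hochberg adjustment over the 3 pairs). The largest distance, 10.6, belonged to LP-NT replicate 01. Without that hamster the mean distance in LP-NT was 6.54, scaled to a group of 4 because the distance from a group's own mean is smaller with fewer hamsters, beside 6.79 in SP-NT and 6.47 in SP-HT. Over all genes with at least 10 counts SP-NT had the lowest mean distance, 11.8, against 12.8 in SP-HT and 15.1 in LP-NT, and it was also lowest in log2 CPM and over the 2000 most variable genes.

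**Figure D1:**
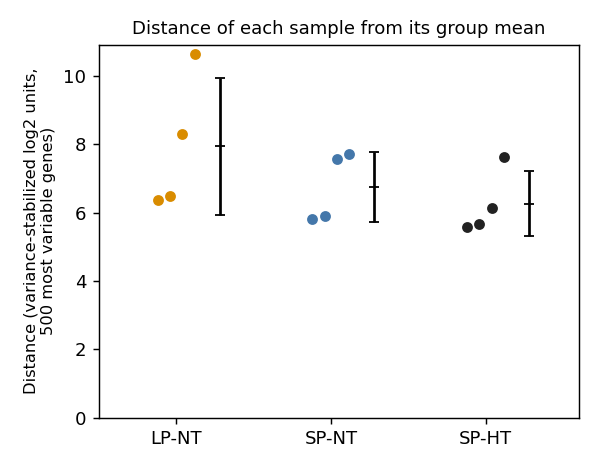
Distance of each sample from the mean of its group (y-axis, variance-stabilized log2 units over the 500 most variable genes) for the groups LP-NT, SP-NT and SP-HT (x-axis). Points are hamsters, bars are the mean and SD of 4 hamsters; LP-NT replicate 01 is the highest point at 10.6.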

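In the principal component analysis of these values, PC1 held 25.3% of the variance. The samples of LP-NT spanned 16.6 units on PC1, those of SP-NT 5.73 units and those of SP-HT 1.68 units. LP-NT replicate 01 lay at 11.1 on this axis and the other LP-NT samples between -5.46 and 0.879. With LP-NT replicate 01 left out, the span on PC1 was 7.40 units over the 3 other samples of LP-NT, 2.38 in SP-NT and 4.63 in SP-HT.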

In the first dimension, the samples of the normothermic SP‐acclimated group scattered less than the samples of the normothermic LP‐acclimated group. In the second dimension, the gene expression profiles of the hypothermic group differed from the two normothermic groups, regardless of the photoperiodic acclimation.

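PC2 held 19.3% of the variance. The SP-HT samples lay on average 6.32 units above the 8 normothermic samples on PC2 (two-sided exact permutation test, p = 0.00606). SP-HT replicates 10, 26 and 33 lay between 4.93 and 5.69, above every normothermic sample, while SP-HT replicate 02 lay at 0.691, below LP-NT replicate 03 at 1.28 and SP-NT replicate 38 at 0.986. Without LP-NT replicate 01 the difference on PC2 was 1.32 units (p = 0.582 by the exact permutation test), and the hypothermic group was then set apart on PC1 instead (p = 0.00303 by the exact permutation test).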

The three sampling groups were used in two pairwise group comparisons: NT: SP vs LP to describe transcriptomic differences driven by photoperiod and SP: HT vs NT to unravel torpor‐driven differential gene expression. In the photoperiodic comparison (NT: SP vs LP), 32 of 16,199 genes (0.2%) reached the level of significance, whereas 759 of 16,195 genes, (4.7%) were significantly regulated during torpor (SP: HT vs NT).

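With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 of 16199 genes differed between SP-NT and LP-NT, 0.0370% of those tested, and 389 of 16195 genes, 2.40%, differed between SP-HT and SP-NT. DESeq2 with its default settings called 33 genes for photoperiod and 1017 for torpor, among them all 6 and 386 of the 389 genes called by edgeR. With the effective lengths added to DESeq2 as normalization factors, a setting chosen after seeing the data, the counts were 32 and 759. Leaving out each hamster in turn gave between 5 and 8 genes for photoperiod. For torpor, it gave 104 genes without SP-NT replicate 38, 124 without SP-NT replicate 19, 166 without SP-HT replicate 10, 170 without SP-HT replicate 26, 179 without SP-NT replicate 36, 230 without SP-HT replicate 02, 258 without SP-NT replicate 37 and 318 without SP-HT replicate 33, each with fewer hamsters than the full comparison.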

The graphical representation of differential gene expression revealed few regulated genes with high fold changes between photoperiods (NT: SP vs LP; Fig. 3A) and many regulated genes with a mainly moderate fold change during torpor (SP: HT vs NT; Fig. 3B). 

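Among the genes past the threshold in the edgeR fit, the median size of the log2(FC) was 2.93 for photoperiod, with a range from 0.89 to 4.58, and 0.51 for torpor, with a range from 0.17 to 2.50. A log2(FC) beyond 2 in size was reached by 4 of the 6 photoperiod genes and by 5 of the 389 torpor genes. In DESeq2 with default settings it was reached by 5 of 33 photoperiod genes and 6 of 1017 torpor genes, and with effective lengths as normalization factors, chosen after seeing the data, by 7 of 32 and 5 of 759.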

While 15 genes were upregulated and 17 genes downregulated between photoperiods, the data show a torpor‐driven upregulation of 456 and downregulation of 303 genes within the hypothalamus.

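Of the 6 photoperiod genes called by edgeR, 1 was higher and 5 were lower in SP-NT than in LP-NT. Of the 389 torpor genes, 82 were higher and 307 were lower in the samples labelled SP-HT than in those labelled SP-NT. DESeq2 with default settings gave 18 higher and 15 lower genes for photoperiod, and 413 higher and 604 lower genes for torpor. With effective lengths as normalization factors, chosen after seeing the data, it gave 15 higher and 17 lower genes for photoperiod, and 303 higher and 456 lower genes in the samples labelled SP-HT. Taken as SP-NT over SP-HT, the direction on which the signs of 59 matched genes equal those in the paper's Table S3, 307 torpor genes were higher and 82 lower in edgeR, and 456 higher and 303 lower with the length factors.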

### GO enrichment analysis

The photoperiodic comparison (NT: SP vs LP) revealed no enriched biological processes. During torpor (SP: HT vs NT), transcriptional, biosynthetic, cellular, and metabolic processes were enriched (Table 2). Listed are GO terms of those biological processes found to be regulated by less or more genes with padj < 0.05 than expected using all present genes as background.

**Table 2:** GO enrichment analysis. Data basis is the SP: HT vs NT comparison. Regulated genes with padj < 0.05 were tested, while all present genes were used as background. Listed are GO terms of those biological processes found to be regulated by less or more genes than expected using a false discovery rate (FDR) < 0.05.

Go biological process complete	Reference		Test				
	GO term	Hits		Expected	Fold enrich	Raw *P*‐value	FDR
Total		15604	748	‐	‐	‐	‐
Regulation of gene expression	GO:0010468	3855	258	185	1.4	6.42E‐09	3.30E‐05
Regulation of nucleic acid‐templated transcription	GO:1903506	2698	192	129	1.5	2.50E‐08	4.80E‐05
Regulation of transcription dna‐templated	GO:0006355	2694	192	129	1.5	1.87E‐08	4.12E‐05
Regulation of transcription by rna polymerase ii	GO:0006357	2054	140	98	1.4	2.87E‐05	2.46E‐02
Regulation of biosynthetic process	GO:0009889	3364	223	161	1.4	2.90E‐07	3.44E‐04
Regulation of rna biosynthetic process	GO:2001141	2701	192	129	1.5	2.53E‐08	4.33E‐05
Regulation of macromolecule biosynthetic process	GO:0010556	3149	218	151	1.4	1.40E‐08	4.31E‐05
Regulation of cellular biosynthetic process	GO:0031326	3293	220	158	1.4	1.85E‐07	2.59E‐04
Regulation of cellular macromolecule biosynthetic process	GO:2000112	3115	216	149	1.5	1.60E‐08	4.12E‐05
Regulation of cellular process	GO:0050794	8801	486	422	1.2	3.25E‐06	3.13E‐03
Regulation of cellular metabolic process	GO:0031323	4981	304	239	1.3	9.95E‐07	1.02E‐03
Cellular macromolecule metabolic process	GO:0044260	3655	225	175	1.3	4.98E‐05	4.04E‐02
Negative regulation of macromolecule metabolic process	GO:0010605	2333	156	112	1.4	2.33E‐05	2.11E‐02
Regulation of macromolecule metabolic process	GO:0060255	5077	320	243	1.3	1.14E‐08	4.37E‐05
Regulation of metabolic process	GO:0019222	5534	336	265	1.3	2.41E‐07	3.09E‐04
Regulation of nitrogen compound metabolic process	GO:0051171	4615	290	221	1.3	1.59E‐07	2.44E‐04
Regulation of nucleobase‐containing compound metabolic process	GO:0019219	3168	222	152	1.5	2.93E‐09	2.26E‐05
Regulation of primary metabolic process	GO:0080090	4781	297	229	1.3	3.20E‐07	3.52E‐04
Regulation of rna metabolic process	GO:0051252	2936	211	141	1.5	1.33E‐09	2.05E‐05

### Most extremely regulated genes

Within the predefined thresholds padj < 0.05 and |log2(FC)| > 2.0 (Table 3), seven genes were regulated by photoperiod (NT: SP vs LP) and five by torpor (SP: HT vs NT). 

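The record matched to Cga fell from 27.2 ± 12.6 CPM (SD, n = 4) in LP-NT to 1.14 ± 0.478 CPM (SD, n = 4) in SP-NT, a log2(FC) of -4.58 (standard error 0.380, adjusted p = 0.00111 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The record matched to Lrat fell from 4.24 ± 0.667 to 1.06 ± 0.147 CPM (SD, n = 4 each; log2(FC) -2.00, adjusted p = 0.00239 from the same edgeR test). The printed values of Npvf and Tshb equal those of a pair of records and do not tell them apart. Their log2(FC) were -3.86 and -4.02, both called by edgeR, and the first was no longer called without SP-NT replicate 36 (log2(FC) -3.71, adjusted p = 0.0516 in edgeR), while the second then had a log2(FC) of -4.65 (adjusted p = 4.22e-06 in edgeR). Dio3 was near the limit of detection, with 1 count in all 4 LP-NT samples together and 45 in the 4 SP-NT samples, a ratio per total count of 42.0 with an exact 95% counting interval from 7.17 to 1696. Its adjusted p was 0.180 in edgeR and 0.0193 in DESeq2. For the records matched to Cspg4b and Cdc26, the counts of the groups overlapped. Cspg4b had between 6 and 9 counts per sample in LP-NT and between 7 and 19 in SP-NT (log2(FC) 0.71, adjusted p = 0.913 in edgeR), and Cdc26 had between 22 and 43 in LP-NT and between 32 and 50 in SP-NT (log2(FC) 0.06, adjusted p = 0.974 in edgeR). The mean effective length of Cspg4b was 3570 bases in LP-NT and 1883 in SP-NT, but the groups overlapped, with 3558 and 3555 bases in SP-NT replicates 19 and 38, within the range of LP-NT from 3543 to 3621, and 313 and 108 bases in SP-NT replicates 36 and 37. For Cdc26 the means were 572 and 2558 bases, with 191 to 1313 in LP-NT and 1738 to 3257 in SP-NT. DESeq2 with effective lengths as normalization factors gave log2(FC) of 4.06 (adjusted p = 0.0103) and -2.43 (adjusted p = 0.00171) for this pair.

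**Figure D2:**
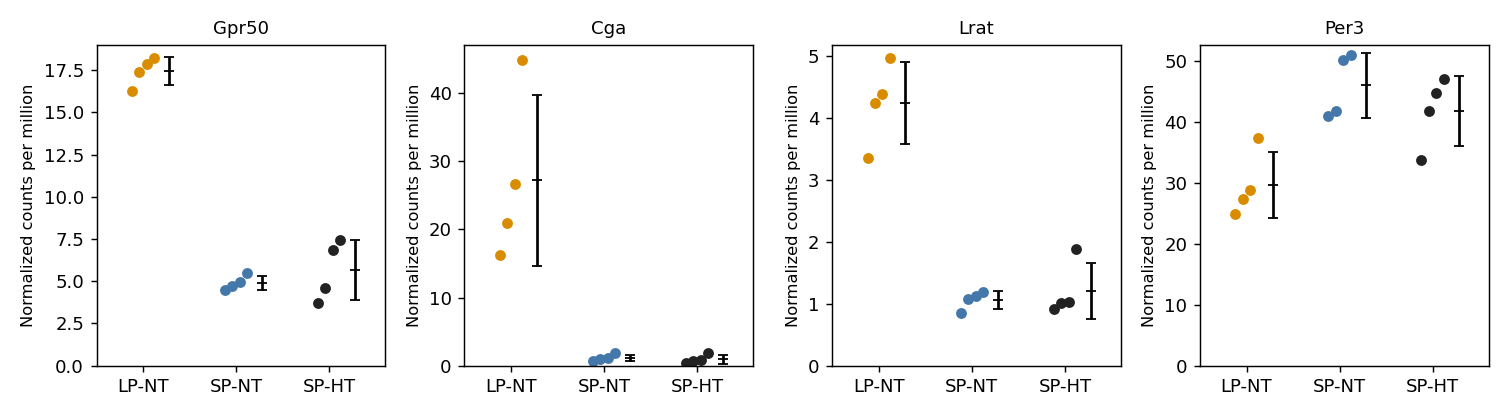
Normalized counts in CPM (y-axis, from 0) of the records matched to Gpr50, Cga, Lrat and Per3 in LP-NT, SP-NT and SP-HT (x-axis). Points are hamsters, bars the mean and SD of 4 hamsters; Cga had a mean of 27.2 CPM in LP-NT and 1.14 CPM in SP-NT.

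**Figure D3:**
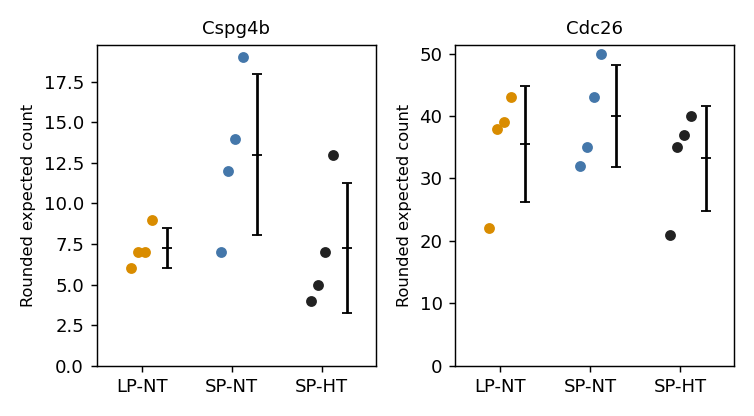
Rounded expected counts (y-axis, from 0) of the records matched to Cspg4b and Cdc26 in the 3 groups (x-axis), before any length correction. Points are hamsters, bars the mean and SD of 4 hamsters; the LP-NT and SP-NT samples overlap in both panels.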

In SP‐normothermia compared to LP‐normothermia (NT: SP vs LP), thyroxine 5‐deiodinase (*Dio3*) and chondroitin sulfate proteoglycan 4B (*Cspg4b*) were upregulated, while five genes were downregulated, namely lecithin retinol acyltransferase (*Lrat*), anaphase‐promoting complex subunit CDC26 (*Cdc26*), pro‐FMRFamide‐related neuropeptide VF (*Npvf*), thyrotropin subunit beta (*Tshb*), and glycoprotein hormones alpha chain (*Cga*). 

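As the samples are labelled, the record matched to Rbm3-ps was lower in SP-HT, with 3.10 ± 0.676 CPM (SD, n = 4) against 15.2 ± 1.49 CPM (SD, n = 4) in SP-NT, a log2(FC) of -2.28 (standard error 0.151, adjusted p = 0.000214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LP-NT samples had 14.8 ± 4.03 CPM (SD, n = 4). The printed values of C1qtnf12 and Gm16500 equal those of a pair of records and do not tell them apart. Both were lower in SP-HT, with log2(FC) of -2.14 and -2.20 and adjusted p of 0.0129 and 0.00535 in edgeR. The record matched to Egln1 was higher in SP-HT, with 2.91 ± 0.316 against 1.65 ± 0.188 CPM (SD, n = 4 each; log2(FC) 0.81, adjusted p = 0.0312 in edgeR), and with each hamster left out in turn it stayed past the threshold only without SP-HT replicate 26, at log2(FC) between 0.76 and 0.88. Its mean effective length was 1016 bases in SP-HT and 1987 in SP-NT, and with that difference entered in DESeq2 its log2(FC) was 2.01. The record matched to Grhl2 had between 7 and 15 counts per sample in SP-HT and between 6 and 17 in SP-NT (log2(FC) -0.28, adjusted p = 0.756 in edgeR). Its mean effective length was 3152 bases in SP-HT and 830.1 in SP-NT, and DESeq2 with these lengths gave a log2(FC) of -2.37 (adjusted p = 0.0178).

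**Figure D4:**
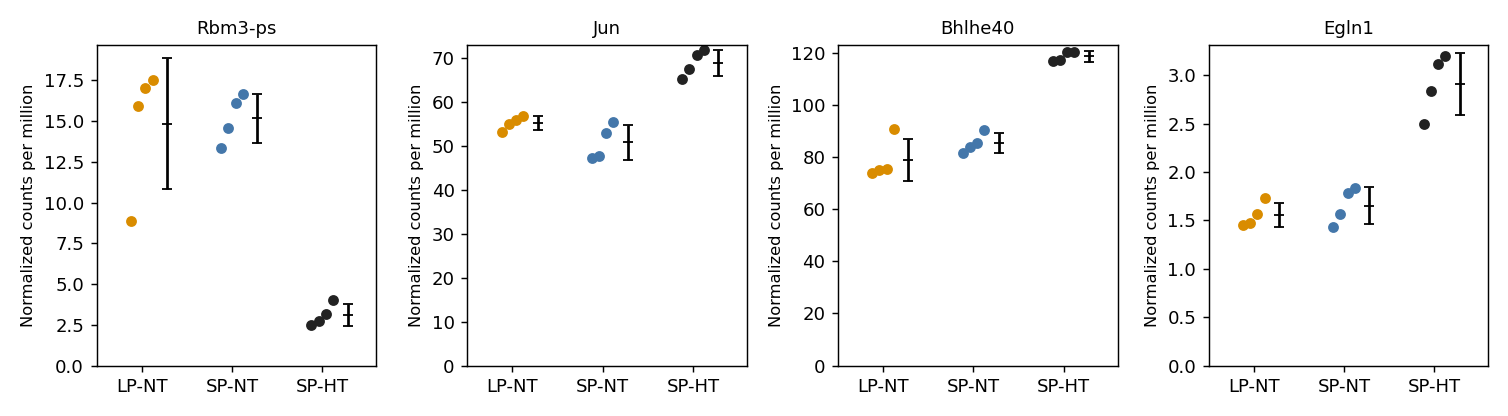
Normalized counts in CPM (y-axis, from 0) of the records matched to Rbm3-ps, Jun, Bhlhe40 and Egln1 in the samples labelled LP-NT, SP-NT and SP-HT (x-axis). Points are hamsters, bars the mean and SD of 4 hamsters; SP-HT lies below SP-NT for Rbm3-ps and above it for the other panels.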

Four genes were upregulated in SP‐hypothermia compared with SP‐normothermia (SP: HT vs NT), namely RNA‐binding protein 3‐like (*Rbm3‐ps*), grainyhead‐like protein 2 homolog (*Grhl2*), adipolin (*C1qtnf12*), and short coiled‐coil protein‐like (*Gm16500*), while egl nine homolog 1 (*Egln1*) was downregulated.

**Table 3:** Most extremely regulated genes. All genes with padj < 0.05 and |log2(FC)| > 2.0 for both pairwise group comparisons are listed. A negative log2(FC) indicates downregulation, a positive log2(FC) upregulation relative to the respective baseline (LP‐NT for photoperiodic comparison and SP‐NT for torpor comparison).

	padj	log2(FC)	Gene	Gene product
NT: SP vs LP	0.038	5.1	*Dio3*	Thyroxine 5‐deiodinase
	0.010	4.1	*Cspg4b*	Chondroitin sulfate proteoglycan 4B
	< 0.001	−2.0	*Lrat*	Lecithin retinol acyltransferase
	0.002	−2.4	*Cdc26*	Anaphase‐promoting complex subunit CDC26
	< 0.001	−4.0	*Npvf*	Pro‐fmrfamide‐related neuropeptide VF
	< 0.001	−4.0	*Tshb*	Thyrotropin subunit beta
	< 0.001	−4.6	*Cga*	Glycoprotein hormones alpha chain
SP: HT vs NT	< 0.001	2.5	*Rbm3‐ps*	RNA‐binding protein 3‐like
	0.018	2.4	*Grhl2*	Grainyhead‐like protein 2 homolog
	< 0.001	2.1	*C1qtnf12*	Adipolin
	< 0.001	2.1	*Gm16500*	Short coiled‐coil protein‐like
	< 0.001	−2.0	*Egln1*	Egl nine homolog 1

### Indicator genes

Among the indicator genes, thyroxine 5‐deiodinase (*Dio3*) and period circadian protein homolog (*Per3*) were upregulated in SP‐normothermia compared with LP‐normothermia (NT: SP vs LP), while pro‐opiomelanocortin (*Pomc*) and melatonin‐related receptor (*Gpr50*) were downregulated. 

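For Per3, the matched record had 46.0 ± 5.35 CPM (SD, n = 4) in SP-NT and 29.7 ± 5.39 CPM (SD, n = 4) in LP-NT, a log2(FC) of 0.62 (standard error 0.126, adjusted p = 0.437 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap. For Pomc, SP-NT had 16.2 ± 3.59 and LP-NT 33.2 ± 12.6 CPM (SD, n = 4 each; log2(FC) -1.05, adjusted p = 0.643 in edgeR), again without overlap. Neither gene was past the threshold in edgeR, while DESeq2 with default settings gave adjusted p of 0.00389 for Per3 and 0.0122 for Pomc.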

With a −log10(padj) of 45.3, *Gpr50* had the highest significance among all other regulated genes of this study. 

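For Gpr50, the matched record had 4.91 ± 0.426 CPM (SD, n = 4) in SP-NT and 17.4 ± 0.842 CPM (SD, n = 4) in LP-NT. Its log2(FC) was -1.84 (standard error 0.0978, adjusted p = 4.21e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the smallest adjusted p among the genes of both comparisons in that fit. With each hamster left out in turn the log2(FC) stayed between -1.90 and -1.80 and the gene stayed past the threshold.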

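As the samples are labelled, the record matched to Bhlhe40 was higher in SP-HT, with 118.5 ± 2.01 CPM (SD, n = 4) against 85.3 ± 3.74 in SP-NT (SD, n = 4), a log2(FC) of 0.47 (standard error 0.0457, adjusted p = 0.00214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Jun was also higher, with 68.8 ± 2.95 against 50.8 ± 3.98 CPM (SD, n = 4 each; log2(FC) 0.44, adjusted p = 0.00948 in edgeR). Both stayed past the threshold with each hamster left out in turn. Pml was lower in SP-HT (log2(FC) -0.54, adjusted p = 0.0355 in edgeR), as was Glut3 (log2(FC) -0.25, adjusted p = 0.0485 in edgeR), and with each hamster left out in turn Pml stayed past the threshold only without SP-NT replicate 37, at log2(FC) between -0.59 and -0.47, and Glut3 only without SP-HT replicate 10, at log2(FC) between -0.29 and -0.20. Sstr1 was lower (log2(FC) -0.33) and Ppp1cc higher (log2(FC) 0.14) in SP-HT, without overlap between the groups, at adjusted p of 0.0540 and 0.104 in edgeR. The groups overlapped for c-Jun1, whose log2(FC) was 0.08 (adjusted p = 0.447 in edgeR) and 0.16 (adjusted p = 0.0410) in DESeq2 with effective lengths as normalization factors.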

In SP‐hypothermia compared with SP‐normothermia (SP: HT vs NT), somatostatin receptor type 1 (*Sstr1*), glucose transporter member 3 (*Slc2a3 / Glut3*), and protein PML *(Pml)* were upregulated, whereas transcription factor AP‐1 *(Jun),* c‐Jun‐amino‐terminal kinase‐interacting protein 1 (*Mapk8ip1 / c‐Jun1*), class E basic helix‐loop‐helix protein 40 *(Bhlhe40),* and serine/threonine–protein phosphatase PP1‐gamma catalytic subunit *(Ppp1cc)* were downregulated.

Some indicator genes were not present in the hypothalamic mRNA‐Seq data of the Djungarian hamster, namely melatonin receptor type 1B (*Mtnr1b*), and taste receptor type 1 member 2 *(Tas1r2)*. Somatotropin / growth hormone *(GH)* had outlying values in NT: SP vs LP and was not present in SP: HT vs NT. All 68 predefined indicator genes are listed (Table 1). The significantly regulated indicator genes are presented (Table 4). The results of all indicator genes are provided in the supplementary material (Table S3).

**Table 4:** Regulated indicator genes. Indicator genes with padj < 0.05 for each pairwise group comparison. The results of all 68 preselected indicator genes, as introduced in Table 1, are provided in Table S3. A negative log2(FC) indicates downregulation, a positive log2(FC) upregulation relative to the respective baseline (LP‐NT for photoperiodic comparison and SP‐NT for torpor comparison).

	padj	log2(FC)	Gene	Gene product
NT: SP vs LP	0.038	5.1	*Dio3*	Thyroxine 5‐deiodinase
	< 0.001	0.7	*Per3*	Period circadian protein homolog 3
	0.015	−1.0	*Pomc*	Pro‐opiomelanocortin
	< 0.001	−1.8	*Gpr50*	Melatonin‐related receptor
SP: HT vs NT	0.013	0.3	*Sstr1*	Somatostatin receptor type 1
	0.043	0.2	*Glut3*	Glucose transporter member 3
	0.008	0.5	*Pml*	Protein PML
	< 0.001	−0.4	*Jun*	Transcription factor AP‐1 / c‐Jun
	0.041	−0.2	*c‐Jun1*	c‐Jun‐amino‐terminal kinase‐interacting protein 1
	< 0.001	−0.5	*Bhlhe40*	Class E basic helix‐loop‐helix protein 40
	0.048	−0.1	*Ppp1cc*	Serine/threonine–protein phosphatase

## Discussion

Seasonal acclimatizations of Djungarian hamsters including the use of spontaneous torpor have been intensely studied. Key hypothalamic mechanisms of long‐term acclimatizations in body mass and reproduction have been described. However, the proximate hypothalamic control of torpor episodes has remained rather unclear. Here, we analyzed hypothalamic transcriptomes of LP‐ and SP‐acclimated normothermic as well as SP‐acclimated torpid Djungarian hamsters to confirm existing knowledge from a photoperiodic context. We were assuming that the applied methods would also pin down relevant genes involved in torpor control.

Our approaches could well validate existing knowledge of photoperiodic gene expression changes in the hypothalamus, using a combination of indicator genes and those with most extreme regulation. Enrichment analyses failed to reveal enriched pathways due to short photoperiod exposure, suggesting that few very distinct changes maintain the photoperiodic response. During torpor however, many biological processes were enriched. This is likely reflecting mechanisms of the brain to compensate for the severely suppressed metabolism and decreased body temperature to maintain functional integrity. These supposedly adaptive mechanisms were also reflected in the most extremely regulated genes. Within the more hypothesis‐driven analysis of indicator genes, we found few differentially expressed genes with regulatory potential. Hence, although our applied methods are well able to detect gene expression changes relevant to regulate photoperiodic acclimation, distinct regulatory mechanisms might be overridden by vital overall adaptive mechanisms during torpor and are thus more difficult to pin down.

### Effects of the body temperature difference between sampling groups

Overall, our analyses revealed a substantially lower number of genes regulated by photoperiod (32) than by torpor (759). There is evidence that the difference between the terminal body temperatures of two sampling groups affects the number of regulated genes.

In the present study, 32 genes were regulated by photoperiod using SP‐acclimated hamsters which had expressed at least one torpor bout after sixteen weeks of acclimation (NT: SP vs LP). A previous study by Bao et al. also found 32 genes regulated by photoperiod using hamsters after eight weeks of acclimation to a 10:14 light:darkness SP‐light regime [18], hence probably prior to torpor manifestation. In thirteen‐lined ground squirrels that are obligate and seasonal hibernators with deep, multi‐day torpor bouts, far more pronounced seasonal differences in gene expression were described (1206 genes in the summer vs. interbout normothermia comparison). These differences might result from species‐specific differences in control mechanisms that might be more pronounced and hardwired in an obligate seasonal hibernator as opposed to a photoperiodic daily heterotherm [42].

Our present study showed 759 genes to be regulated during torpor at ZT04 (456 up, 303 down, proportion 6 : 4) with a body temperature difference of 10 °C (SP: HT vs NT). A previous study by Cubuk et al. [17] revealed 284 regulated genes during torpor entrance at ZT01 (181 up, 103 down, proportion 6 : 4) with a body temperature difference of about 6 °C [17]. It is reasonable to assume that the severe depression of metabolic rate, resulting in low body temperatures and thus high body temperature differences between the torpid and the nontorpid group (Fig. 1), leads to more severe gene expression changes as opposed to purely photoperiodic changes in metabolically active and normothermic animals (Fig. 2, Fig. 3). In thirteen‐lined ground squirrels, comparable relationships between body temperature and number of differentially expressed genes were found during the hibernation season. Within the same seasonal state, only few hypothalamic genes were regulated between sampling groups with a small body temperature difference, whereas many genes were regulated between sampling groups with a large body temperature difference [42].

### Direction of regulation and transcriptional activity

Especially in small endotherms, a metabolic downstate comes along with low body temperatures. Probable side effects are a slowed down transcription as well as post‐transcriptional effects, such as prolongation of mRNA half‐life or altered translation [43, 44]. However, the proportion between up‐ and downregulated genes is high. In Djungarian hamster, the proportion is 6 : 4 in both torpor entry compared with SP‐normothermia [17] and deep torpor compared with SP‐normothermia (Fig. 3). In thirteen‐lined ground squirrel, the proportion is 6 : 4 in torpor entrance vs. interbout normothermia and 7 : 3 in torpor arousal vs. interbout normothermia [42]. These proportions indicate that metabolic downstates are rather actively regulated in the hypothalamus than simply caused by slowed down transcription in the torpid sampling group.

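In the edgeR fit 21.1% of the torpor genes were higher and 78.9% were lower in the samples labelled SP-HT. In DESeq2 with default settings 40.6% were higher and 59.4% lower, and with effective lengths as normalization factors, a setting chosen after seeing the data, 39.9% were higher and 60.1% lower. Over the other planned settings of the edgeR and limma fits on all 8 or 12 samples the share of higher genes lay between 17.0% and 24.5%. Taken as SP-NT over SP-HT, the direction on which the matched genes have the signs of the paper's tables, 78.9% of the torpor genes were higher in edgeR, 59.4% in DESeq2 with default settings and 60.1% with the length factors. From the proportion of up- to downregulated genes in these and other species' data, the paper reasons that torpor is an actively regulated state of the hypothalamus and not the result of slower transcription alone.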

However, the immediate early genes *c‐Jun1* and *Jun* were downregulated during torpor, which is consistent with hypothalamic gene expression data from Djungarian hamster and hibernating golden‐mantled ground squirrel [39, 45]. No members of the Fos family were regulated in this study. 

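The record matched to Fos had 5.62 ± 0.525 CPM (SD, n = 4) in SP-HT and 5.50 ± 1.12 CPM (SD, n = 4) in SP-NT, a log2(FC) of 0.03 (adjusted p = 0.944 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Fosb the values were 1.14 ± 0.270 and 1.08 ± 0.197 CPM (SD, n = 4 each; log2(FC) 0.08, adjusted p = 0.902 in edgeR). The groups overlapped for both genes. Both signs changed with single hamsters left out, to a log2(FC) of -0.05 for Fos without SP-NT replicate 38 and -0.09 for Fosb without SP-HT replicate 33.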

Although a member of the Jun family dimerizes with a member of the Fos family to become transcriptionally active, a downregulation of one family might already suggest an overall transcriptional downregulation. Yet, this interpretation might be too simple, given the lack of anatomical precision in a whole hypothalamus approach, which cannot differentiate nucleus‐specific activation or deactivation of immediate early genes. Furthermore, mRNA of transcriptional factors has reasonably a shorter half‐life than mRNA of genes related to metabolism and structure [46].

### GO enrichment analyses

The GO enrichment analysis did not identify enriched processes in the photoperiodic comparison (NT: SP vs LP), but revealed enriched transcriptional, biosynthetic, cellular, and metabolic processes during torpor (SP: HT vs NT; Table 2). These findings indicate that photoperiodic acclimations are rather driven by very distinct mechanisms that are not picked up by this general method in a whole hypothalamus transcriptome approach. During torpor however, severe remodeling of many major processes comes to the fore, likely reflecting general adaptive and protective mechanisms of the brain to the metabolic depression and low body temperature. These dominant changes are likely to override distinct control signals. This picture might be underlined by the fact that the small number of genes regulated by photoperiod showed high fold changes, whereas most of the large number of genes regulated in torpor showed moderate fold changes (Fig. 3). Furthermore, highly specialized, essential genes probably not investigated in detail are annotated to few or even no biological processes. In the GO enrichment analysis, they are methodologically suppressed by genes involved in general and therefore well‐studied functions, which are annotated to various biological processes. Besides this, the GO enrichment analysis does not respect a regulated genes’ biological relevance in terms of fold change and padj‐values.

### Most extremely regulated genes

In this study, most extremely regulated genes were defined as genes with padj < 0.05 and |log2(FC)] > 2.0. These strict parameters were chosen because they were able to pick up the known key players of physiologically relevant gene expression changes in the photoperiodic comparison. Applying the same thresholds in the torpor comparison, we identified genes that appear to rather reflect adaptive mechanisms of the brain.

#### Comparison SP‐NT vs. LP‐NT

Comparison between photoperiods revealed seven most extremely regulated genes. In SP, *Dio3* was among the upregulated genes. *Dio3* is a T3 catabolic enzyme, converting the bioactive hormone into inactive or less active derivates. Upregulation in SP is consistent with previous data, demonstrating that *Dio3*‐dependent reduction of hypothalamic T3 availability is a crucial driver of SP‐acclimation in Djungarian hamsters [47, 48, 49, 50, 51].

*Tshb,* encoding for the thyrotropin beta subunit, was downregulated in normothermic SP‐acclimated hamsters. Downregulation of *Tshb* in *Pars tuberalis* has previously been identified as crucial interface of melatonin signaling and hypothalamic gene expression in many species [52, 53, 54]. In birds and mammals, thyrotropin interconnects the circadian clock with the thyroid system and indirectly controls reproduction and the molt circle [55, 56, 57, 58].

*Cga* had, with a log2(FC) of −4.6, the most extreme (down)regulation during SP‐acclimation (Fig. 3A). *Cga* contributes as glycoprotein hormones alpha chain with the hormone‐specific beta subunits TSHB, LHB, and FSHB to the formation of the hypothalamic hormones thyrotropin, lutropin, and follitropin, respectively [59].

*Lrat*, the lecithin retinol acetyltransferase, was downregulated in SP‐acclimated hamsters. This enzyme is important for vision. It does not only play a role in the retina, but also play a role in other tissues to metabolize vitamin A [60, 61]. In the photoperiodic context, retinoic acid‐signaling genes were reported to be differentially regulated within the hypothalamus and may play a role in body mass regulation and energy metabolism [62, 63].

*Npvf* was downregulated in SP. *Npvf* encodes RFamide‐related peptides (*Rfrp*), such as kisspeptin and *Qrfp*. Kisspeptin plays a role in the photoperiodic control of reproduction, while *Qrfp* is relevant for hypometabolism in mice [5, 64, 65]. *Npvf* was previously found to be downregulated in hypothalamus during early SP acclimation (SP08) [18].

The other most extremely regulated genes were not directly linked to photoperiodic acclimation. The uncharacterized protein LOC408066, also known as chondroitin sulfate proteoglycan 4B at locus *Cspg4b* and upregulated in SP‐acclimated hamsters, is related to diverse topics in several fields. As structural macromolecules of connective tissues’ extracellular matrix, *Cspg4b* might be related to brain plasticity. *Cdc26*, downregulated in SP‐acclimated hamsters, has been studied in Chinese hamster ovary cells only, but might contribute as part of the anaphase‐promoting complex to brain structure and metabolism [66].

#### Comparison SP‐HT vs. SP‐NT

Using the same thresholds, we picked up five regulated genes during torpor that appear to reflect adaptive mechanisms. During torpor, the cold‐shock protein *Rbm3* was upregulated. Studies on natural and enforced hypothermia in the hibernating 13‐line ground squirrels and in cooled mice suggest that *Rbm3* and other cold‐inducible RNA‐binding proteins within the brain might enable RNA stability and protein synthesis at low body temperatures, which is important for synaptic regeneration and therefore structural plasticity [67, 68, 69].

*Egln1* was downregulated during torpor. Although its biological relevance is still unclear, it has been linked to ischemia and hypoxia in mouse and human due to, for example, its suppression of hypoxia‐inducible factor 1α (HIF‐1α) [70, 71, 72]. The importance of avoiding blood clotting and tolerating low oxygen content in the context of torpor and hibernation has been previously discussed [73, 74].

The genes upregulated during torpor have not been in focus of torpor research so far. Adipolin has been studied regarding diabetes, obesity, and cardiovascular diseases such as ischemia. It increases insulin sensibility and favors glucose tolerance and uptake, which might play a role for energy gain and storage in the torpid hypothalamus [75]. *Grhl2* appears to play a role in hearing loss. The expression of *Grhl2* and HIF‐1α was linked [76]. At this point, no information is available on the function of *Gm16500*, also known as predicted gene 16500 or short coiled‐coil protein‐like.

Overall, the most regulated genes during torpor also reflect major structural changes, rather than distinct signaling mechanisms. This was already concluded from our previous study, which analyzed gene expression during torpor entrance, although time point of sampling, bioinformatic approach, reference organism, and consequently the actual regulated genes were different [17].

### Indicator genes

In a more targeted approach to identify mechanisms involved in torpor control, we specifically screened a number of indicator genes from potentially relevant hypothalamic systems (Table 1) as reviewed earlier [12]. These genes were chosen based on existing knowledge from physiological data regarding single gene products, their receptors, or annotation to a particular system of interest such as the circadian clock system, thyroid system, growth axis, and energy metabolism. Only few of the 68 indicator genes were found significantly regulated in either group comparison. It is possible that only single components of a given system are altered and thereby change their output. Moreover, relevant genes in the brain often occur in a nucleus‐specific way and expression changes might disappear when sequencing the whole hypothalamus. Furthermore, each gene product has naturally several functions in diverse systems, whereas current knowledge is incomplete.

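Of the 68 indicator genes, 60 were matched to a GeneID. For photoperiod, edgeR called 1 of them over all genes tested, and DESeq2 with default settings called 5. For torpor, edgeR called 5 and DESeq2 called 9. Adjusted over the list alone, edgeR called 7 for photoperiod and 10 for torpor. The paper describes the list as preselected. The names rest on the match of values to Table S3, so these tallies cover only genes that could be matched.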

#### Comparison SP‐NT vs. LP‐NT

Four of 68 indicator genes were differentially regulated by photoperiod (Table 4). Among those genes, we found *Dio3* to be upregulated with an extremely high log2(FC) of 5.1 (see paragraph ‘Most extremely regulated genes’). By contrast, *Per3* was upregulated with high significance in SP‐normothermia. *Per3* is a photoinducible clock gene oscillating with circadian rhythm [77, 78]. Since we only assessed gene expression data at one circadian time point (ZT04), we are unable to draw conclusions about the clockwork here. Differential gene expression might reflect photoperiod‐specific clockwork changes. *Pomc* was downregulated in SP‐acclimated hamsters’ hypothalamus, which is consistent with earlier studies on the hamsters’ energy homeostasis. *Pomc* might be involved in controlling the photoperiodic body mass acclimation of Djungarian hamsters [79, 80].

The gene with the most extreme significance of this study was *Gpr50*, downregulated in SP‐acclimated hamsters. This photoperiodic downregulation of *Gpr50* has previously been demonstrated [50, 51, 81]. Besides its role in photoperiodic acclimations, studies on mice indicate that lack of *Gpr50* augments fasting‐induced torpor and suppresses leptin responsiveness as well as thyrotropin‐release hormone [82]. Thus, a photoperiodically reduced expression of *Gpr50* might be a torpor‐permissive factor, although the gene is not regulated during individual torpor bouts. Furthermore, *Gpr50* seems to play a major role in overall energy metabolism, as knockout mice had a higher food intake, a higher locomotor activity, and higher basal metabolic rate, yet a lower body mass and fat mass [83]. 

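In SP-HT the record matched to Gpr50 had 5.66 ± 1.77 CPM (SD, n = 4). Against SP-NT this was a log2(FC) of 0.21 (standard error 0.205, adjusted p = 0.636 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped.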

*Gpr50* is likely to be located on the X‐chromosome. Although irrelevant for this NT: SP vs LP comparison with two males and two females in each group, the location of a gene on sex chromosomes might play a role for the interpretation of the results of the other comparison. 

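The labels give 2 males and 2 females in LP-NT and in SP-NT, and 3 males and 1 female in SP-HT. With sex as a covariate, edgeR called 242 torpor genes, 227 of them also called without it, and the fit used the sexes as labelled. In SP-NT replicate 19, which is labelled male, the records with GeneIDs 20592 and 22290 had 0 counts, while the other 6 males had between 979 and 1699 counts and between 342 and 462 counts, and the females between 2 and 5 counts and 0 counts.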

In SP: HT vs NT, three males and one male sampled in torpor were used to compare their gene expression with those of two males and two females sampled on a torpor‐free day.

#### Comparison SP‐HT vs. SP‐NT

Seven of 68 indicator genes were differentially expressed during torpor (Table 4). The somatostatin receptor *Sstr1* was upregulated. It has previously been demonstrated that the GH axis is regulated by photoperiod and involved in torpor control [84]. Downregulation of the axis by a somatostatin receptor 1 agonist has been demonstrated to reinforce torpor behavior. Upregulation of GH axis components during torpor in our current data might either result from the pulsatile nature of this system or represent highly dynamic regulation over the different torpor phases. The GH axis should be investigated during torpor in more detail, since this system seems to play a major role not only in the Djungarian hamster but also in hibernators as the European hamster [85].

*Glut3*, the most important glucose and galactose transporter in the brain, was upregulated during torpor. This might be related to an enhanced hexose transport to the brain. Plasma glucose levels are reduced during torpor, while hypoglycemia seems to be rather a consequence than a requisite for torpor [86, 87]. Either more glucose transporters ensure sufficient glucose availability to the brain despite low glucose levels, or the low plasma glucose levels are caused by an enhanced glucose consumption of the brain during torpor and in preparation for torpor arousal, mediated by more glucose transporters. Both mechanisms might help to maintain functionality of the brain during torpor, which is an energy‐saving mechanism integrated in the overall short photoperiod‐adjusted energy balance, yet energy‐consuming during certain stages of torpor orchestration [88]. Besides possible roles of the upregulation of a glucose transporter in the hypothalamus, the known photoperiodic changes in the glucose metabolism of tanycytes were reviewed elsewhere [89]. Furthermore, *Glut3* expression can be mediated by HIF‐1α [90, 91], which again links glucose metabolism with ischemia and hypoxia.

Although uninvestigated in the Djungarian hamster so far*, Pml* is annotated to the mouse’ circadian clock. A loss of *Pml* causes a downregulation of *Per2, Per1, Cry1, Bmal1,* and *Npas2* expression in the mouse’ suprachiasmatic nucleus [92]. Its upregulation in torpor is hard to interpret because of a hardly regulated clock on hypothalamic resolution and various other functions of *Pml*, like in the Tgf‐beta signaling pathway [93].

Besides a downregulation of the immediate early genes *Jun* and *c‐Jun1* (see paragraph ‘Direction of regulation and transcriptional activity’), *Bhlhe40* and *Ppp1cc* were downregulated in torpor as well, both with proven functions in the mouse’ circadian clock with unclear consequences. *Bhlhe40* regulates the phase of several clock genes, perhaps in a novel feedback loop different from the positive regulator *CLOCK/BMAL* and the negative regulator *PER/CRY* [94, 95]. *Ppp1cc* is an enzyme with countless substrates, which plays a role in as much biological processes including energy metabolism of cells [96] and regulation of time period [97].

Some indicator genes were annotated in the reference *Mus musculus* but were absent in this study’s data on hypothalamic mRNA expressed by the Djungarian hamster (Table S3). This might either result from sequence divergence between the two species in combination with the application of a similarity threshold, or from absence of the gene in the hypothalamus of *Phodopus sungorus*. Phylogenetic relations within the Rodentia, genetic distances between species, and heterozygosity between subpopulations are under constant research, facing genetic bottlenecks, and inbreed of laboratory animals [98, 99, 100].

The lack of functional *Mtnr1b* in the Djungarian hamster has been previously described, underlining the functionality of our data approach [101]. To our knowledge, the absence of the sweet taste receptor *Tas1r2* in its hypothalamus has not been described so far. Interestingly, *Tas1r2* null mice do have more glucose nonresponsive tanycytes, while a respectable number of glucosensitive tanycytes use other, hitherto unknown, mechanisms for glucose‐sensing [102]. The Djungarian hamster can compensate the lack of *Tas1r2* with *Tas1r3* and other mechanisms, since it is able to time not only spontaneous torpor to photophase, but also fasting‐induced torpor to a known feeding schedule [103].

## Conclusion

Taken together, our approach was able to validate existing knowledge about hypothalamic key players of photoperiodic control. For example, analysis of both, most extremely regulated and predefined indicator genes, confirmed a downregulation of *Dio3* expression during short photoperiod adaptation of Djungarian hamsters. Less distinct results were found when applying the same parameters to pin down torpor control mechanisms. Considering both, most extremely regulated and indicator genes, only the regulation of *Egln1* and *Glut3* stood out immediately, since both genes and gene products can be related by the transcriptional complex HIF. Interestingly, the short‐term factor torpor led to a substantially higher number of significantly regulated genes compared with the long‐term factor season, whereby the majority of torpor‐related changes could be attributed to remodeling processes, likely reflecting general adaptive and protective mechanisms of the brain to the metabolic depression and low body temperature. The enrichment of these transcriptional, biosynthetic, cellular, and metabolic processes emphasizes that metabolic downstates are actively regulated and not simply caused by slowed down transcription. The torpor‐related gene expression analysis produced less distinct results but has generated valuable data to generate new hypotheses about proximate hypothalamic regulation of individual torpor episodes. More targeted approaches allowing nucleus or even cell‐specific analyses of mechanisms might help to further narrow down respective physiological mechanisms. This study provides a basis for future research in biomolecular and neuroendocrine studies on spontaneous torpor. It contributes a valuable, open‐source data set for future screening of further genes of interest.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Author contributions

All authors conceived the project. EH performed the animal work. EH and VD performed surgery and sacrifice. JB developed the bioinformatical pipeline. EH performed the bioinformatics, statistics, and analyses under supervision of JB. EH, VD, and AH interpreted the data. EH wrote the manuscript, which was carefully revised by all authors. All authors agree to be accountable for the content of the work.

## Supporting information

**Doc S1**. Comparative transcriptomics of the djungarian hamster hypothalamus.
**Doc S2**. Processing pipeline ‐ executed commands from trim‐galore to rsem.
**Doc S3**. R script with R session info ‐ executed normalization (from *P*‐value to padj), statistics (pairwise group comparison), principal component analysis, heatmap, setup of the r‐software and installed packages.
**Fig. S1**. Core body temperature patterns of SP‐acclimated hamsters.
**Table S1**. Background information on hamsters.
**Table S2**. Quality control of RNA‐Seq data and accession numbers of data depositories. Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE179663 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179663). An overview of accession numbers within SRA and GEO is attached as Table S2. The data processing pipeline from raw Illumina data to non‐normalized gene expression is attached as Doc S2. Both ruby‐scripts were uploaded to SourceForge (https://sourceforge.net/projects/prepare‐transcript‐to‐gene‐map/). The R‐script with R‐session info is attached as Doc S3.

# Supplementary material for: Comparative transcriptomics of the Djungarian hamster hypothalamus during short photoperiod acclimation and spontaneous torpor
**Source:** FEBS Open Bio. 2021 Dec 20;12(2):443–59. doi: 10.1002/2211-5463.13350
**Supplement:** Supplementary file 1 — Doc S1. Comparative transcriptomics of the djungarian hamster hypothalamus. Doc S2. Processing pipeline ‐ executed commands from trim‐galore to rsem. Doc S3. R script with R session info ‐ executed normalization (from P‐value to padj), statistics (pairwise group comparison), principal component analysis, heatmap, setup of the r‐software and installed packages. Fig. S1. Core body temperature patterns of SP‐acclimated hamsters. Table S1. Background information on hamsters. Table S2. Quality control of RNA‐Seq data and accession numbers of data depositories.

**Supplementary File 1**

Haugg E, Borner J, Diedrich V, Herwig A (2021)

Comparative Transcriptomics of the Djungarian Hamster Hypothalamus

during Short Photoperiod Acclimation and Spontaneous Torpor

This file includes:

Supplementary Table 1: Background information on hamsters.

Supplementary Figure 1: Core body temperature patterns of SP-acclimated hamsters.

Supplementary Table 2: Quality control of RNA-Seq data and accession numbers

of data depositories.

Supplementary Table 3: Results of the 68 predefined indicator genes.

**Supplementary Table 1: Background information on hamsters (n = 12).** Hamster identification number, gender (f for female, m for male), body mass, fur index, age, and duration of short photoperiod (SP) exposure at several key dates. Body mass and fur index are usual parameters to assess the acclimation state. The initial body mass was measured at the beginning of the experiment, when eight of twelve hamsters were transferred to SP. Until termination, hamsters in SP reduced body mass, while hamsters in LP retained or increased their body mass, yet with a high variation ^[[1]](#footnote-1)^. The fur index was assessed from 1 (brown light summer fur) to 6 (white isolating winter fur) according to Figala et al. 1973 ^[[2]](#footnote-2)^. All SP-acclimated hamsters were capable of torpor, while their torpor incidence, which is the number of torpor bouts per days of the observation interval, varied ^1^. The terminal core body temperature (Tb) is indicated as plotted in **Supplementary Figure 1.** Several parameters were only assessed for hamsters which were transferred to SP, since four hamsters remained without radiotelemetry transmitter in long photoperiod (LP).

| **hamster ID** | **gender** | **body mass** | | | **fur index** | **age [weeks] at** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **initial [g]** | **sacrifice [g]** | **difference [%]** | **sacrifice** | **SP** | **surgery** | **sacrifice** |
| EH03-26 | m | 41.9 | 28.7 | -31.5 | 5.0 | 18.3 | 29.4 | 32.1 |
| EH03-33 | m | 31.3 | 25.4 | -18.8 | 3.0 | 15.6 | 27.4 | 29.6 |
| EH03-10 | m | 42.3 | 26.4 | -37.6 | 3.5 | 19.4 | 29.7 | 37.3 |
| EH03-02 | f | 29.4 | 26.3 | -10.5 | 5.5 | 22.4 | 33.6 | 40.4 |
| EH03-36 | f | 28.3 | 25.8 | -8.8 | 4.5 | 15.6 | 27.7 | 29.9 |
| EH03-38 | m | 41.2 | 29.5 | -28.4 | 3.5 | 13.6 | 25.9 | 28.0 |
| EH03-37 | f | 25.4 | 25.5 | 0.4 | 3.0 | 15.6 | 27.9 | 29.9 |
| EH03-19 | m | 37.1 | 25.8 | -30.5 | 3.0 | 15.7 | 29.6 | 34.1 |
| EH03-LP1 | m | 38.2 | 37.1 | -2.9 | 1.0 | - | - | 32.0 |
| EH03-LP2 | f | 30.0 | 32.5 | 8.3 | 1.0 | - | - | 30.0 |
| EH03-LP3 | m | 32.2 | 36.9 | 14.6 | 1.0 | - | - | 29.9 |
| EH03-LP5 | f | 29.6 | 29.0 | -2.0 | 1.0 | - | - | 29.7 |

| **hamster ID** | **duration [weeks] in SP at** | | **observation** | | **torpor incidence** | | **sampling group** | **terminal Tb [°C]** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **surgery** | **sacrifice** | **interval [weeks]** | **torpor bouts [#]** | **observation interval** | **last 7 full days** |  |  |
| EH03-26 | 11.1 | 13.9 | 2.7 | 12 | 0.6 | 0.9 | SPHT | 23.6 |
| EH03-33 | 11.9 | 14.0 | 2.1 | 4 | 0.3 | 0.4 | SPHT | 24.0 |
| EH03-10 | 10.3 | 17.9 | 7.6 | 30 | 0.6 | 0.7 | SPHT | 25.0 |
| EH03-02 | 11.1 | 18.0 | 6.9 | 14 | 0.3 | 0.4 | SPHT | 25.9 |
| EH03-36 | 12.1 | 14.3 | 2.1 | 2 | 0.1 | 0.3 | SPNT | 34.9 |
| EH03-38 | 12.3 | 14.4 | 2.1 | 6 | 0.4 | 0.3 | SPNT | 35.3 |
| EH03-37 | 12.3 | 14.3 | 2.0 | 1 | 0.1 | 0.0 | SPNT | 35.4 |
| EH03-19 | 13.9 | 18.4 | 4.6 | 10 | 0.3 | 0.7 | SPNT | 35.5 |
| EH03-LP1 | - | - | - | - | - | - | LPNT | - |
| EH03-LP2 | - | - | - | - | - | - | LPNT | - |
| EH03-LP3 | - | - | - | - | - | - | LPNT | - |
| EH03-LP5 | - | - | - | - | - | - | LPNT | - |

**Supplementary Figure 1: Core body temperature patterns of SP-acclimated hamsters (n = 8).** The graph shows the day of sacrifice and the day before. Time is given in *Zeitgeber* time (ZT), with lights on at ZT0 and lights off at ZT08. Photophases are indicated (grey bars on the x-axis). After at least one observed torpor bout per hamster (see also **Supplementary Table 1**), sacrifice was carried out approximately ZT04 (vertical line), either in deep torpor (HT, n = 4, black lines) or without torpor expression (NT; n = 4, grey lines).

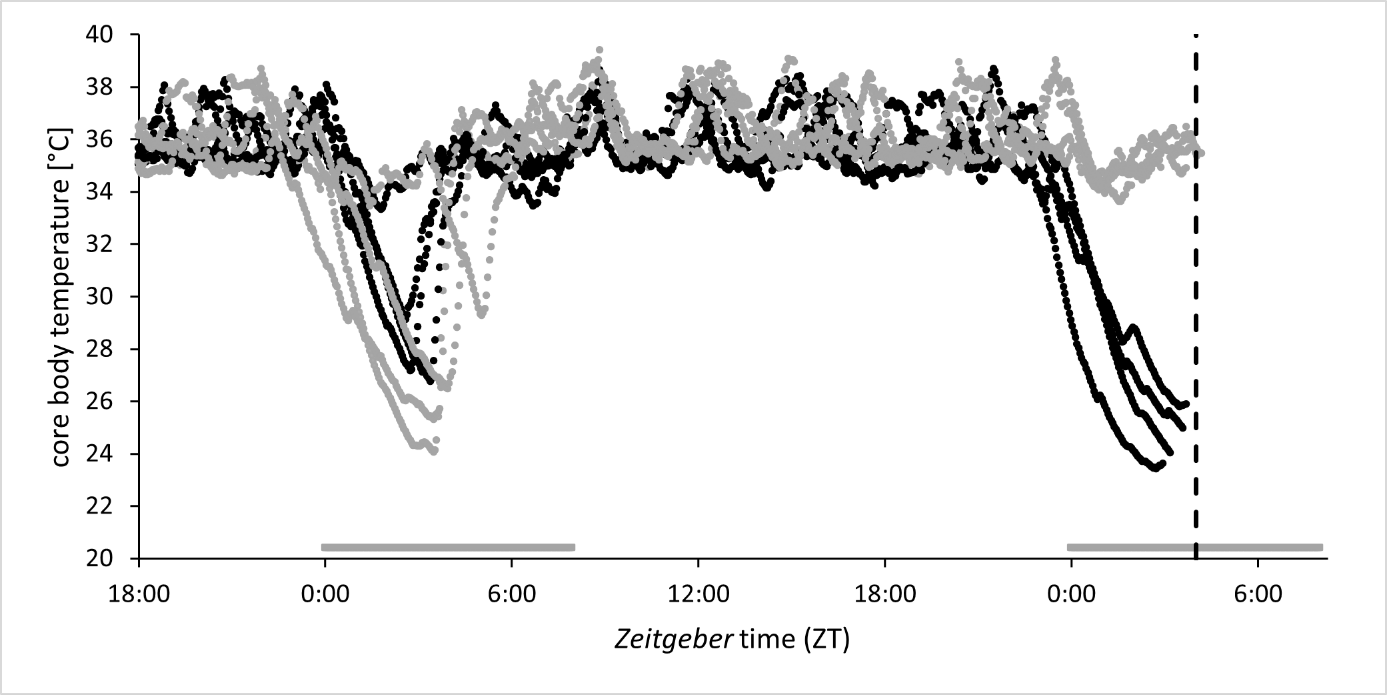

**Supplementary Table 2: Quality control of RNA-Seq data and accession numbers of data depositories.** Quality control was performed with FastQC ^[[3]](#footnote-3)^. Sequence length was throughout 151 base pairs. The GC-content was 48 or 49 % per file, per sample and in total. The number of total read pairs ranged from 30,375,548 to 35,052,887 with a mean of 32,717,097 per sample. In total, 392,605,160 read pairs were included in the original *de novo* assembly before mapping against the reference was performed. Each sample is indicated by the photoperiod (SP or LP), metabolic state at termination (HT or NT), and a running number within the cohort EH03. All data discussed in this study are accessible as indicated through GEO Series accession number GSE179663 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179663>).

| **read pairs** | **sample ID** | **BioSample in BioProject PRJNA743775** | **raw illumina data in SRA Study SRP326941** | **non-normalized gene expression in GEO Series GSE179663** |
| --- | --- | --- | --- | --- |
| 33,069,666 | SPHT02 | SAMN20060157 | SRR15041647 | GSM5425878 |
| 30,498,292 | SPHT10 | SAMN20060158 | SRR15041646 | GSM5425879 |
| 31,130,806 | SPHT26 | SAMN20060159 | SRR15041645 | GSM5425880 |
| 30,375,548 | SPHT33 | SAMN20060160 | SRR15041644 | GSM5425881 |
| 34,994,187 | SPNT19 | SAMN20060161 | SRR15041643 | GSM5425882 |
| 35,006,001 | SPNT36 | SAMN20060162 | SRR15041642 | GSM5425883 |
| 34,055,106 | SPNT37 | SAMN20060163 | SRR15041651 | GSM5425884 |
| 35,052,887 | SPNT38 | SAMN20060164 | SRR15041650 | GSM5425885 |
| 32,690,972 | LPNT01 | SAMN20060153 | SRR15041653 | GSM5425874 |
| 32,951,578 | LPNT02 | SAMN20060154 | SRR15041652 | GSM5425875 |
| 31,571,032 | LPNT03 | SAMN20060155 | SRR15041649 | GSM5425876 |
| 31,209,085 | LPNT05 | SAMN20060156 | SRR15041648 | GSM5425877 |

**Supplementary Table 3: Results of the 68 predefined indicator genes.** (Table see next page). Results for both pairwise group comparisons, namely NT: SP vs LP and SP: HT vs NT. Indicator genes with padj < 0.05 (black fields with white labelling) were presented in the main document **(Table 4)**. A negative log2(FC) indicates downregulation (yellow), a positive log2(FC) upregulation (green) relative to the according baseline (LP-NT for photoperiodic comparison, SP-NT for torpor comparison). “Not present” (grey) marks genes which were not present in one or both pairwise group comparisons but annotated in the reference *Mus musculus*. “Outlier” (grey) replaces a padj-value given the outlying count according to the statistics performed with DESeq2 ^[[4]](#footnote-4)^.

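Table S3 gives, for each indicator gene, the adjusted p and log2(FC) of both pairwise comparisons. Values for both comparisons are printed for 61 of the 68 genes, and for 59 of these exactly 1 GeneID had the printed log2(FC) within 0.0051 and the printed adjusted p within 0.0006 in both. With the torpor values shuffled among the genes, a mean of 1.22 and at most 4 genes were matched over 100 shuffles. Growth hormone, Mtnr1b and Tas1r2 have no values to match, and Jund, Clock, Mtnr1a, Agrp and Qrfp had more than 1 possible GeneID.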

**Supplementary Table 3: Results of the 68 predefined indicator genes.** (Legend text see previous page).

1. Haugg E, Herwig A, Diedrich V (2021) Body temperature and activity adaptation of short photoperiod exposed Djungarian hamsters (Phodopus sungorus): Timing, traits, and torpor. Front Physiol. https://doi.org/10.3389/fphys.2021.626779 [↑](#footnote-ref-1)
2. Figala J, Hoffmann K, Goldau G (1973) Zur Jahresperiodik beim Dsungarischen Zwerghamster Phodopus sungorus Pallas. Oecologia 12:89–118. https://doi.org/10.1007/BF00345511 [↑](#footnote-ref-2)
3. Andrews S (2010) FastQC: A Quality Control Tool for High Throughput Sequence Data. <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/> [↑](#footnote-ref-3)
4. Love MI, Anders S, Huber W (2020) Analyzing RNA-seq data with DESeq2. <http://bioconductor.org/packages/release/bioc/vignettes/DESeq2/inst/doc/DESeq2.html#pvaluesNA> (20210622). [↑](#footnote-ref-4)

How the deposited data were processed for this re-analysis (not part of the article)

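Hypothalamic mRNA of 12 Djungarian hamsters was sequenced, with 4 hamsters in each of the groups LP-NT, SP-NT and SP-HT. Each library is 1 hamster. The authors trimmed the reads, pooled all read pairs into 1 de novo assembly with Trinity, kept the transcripts that blastx matched to a mouse protein, and grouped them by the GeneID of the best hit. They mapped the reads of each sample back with bowtie and quantified them with RSEM. The values the authors deposited are expected counts per GeneID, which are estimated and need not be whole, without normalization. RSEM's effective length in bases, deposited beside each expected count, is averaged over the transcripts of a GeneID and can differ between samples. A GeneID joins isoforms, and it can join hamster paralogs whose best mouse hit is the same protein.

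Each file holds 17191 GeneIDs, and none of its lines is a total or an unassigned class. The expected counts sum to between 20204979 and 24186918 per sample. With about this depth, a GeneID at 1 count in a sample lies near 0.0447 CPM, and differences between such low values were not resolved. Within groups, the counts of each pair of hamsters differed by more than sampling noise, with a chi-square per degree of freedom between 6.79 and 37.7, and no pair was treated as a repeat of the same sample.

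The expected counts were rounded to whole numbers. GeneIDs with a sum of at least 10 counts over the samples of a comparison were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, at an adjusted p threshold of 0.05. The comparisons were SP-NT against LP-NT, SP-HT against SP-NT, SP-HT against LP-NT, males against females with the group as a covariate, and the interaction of photoperiod and sex. Genes beyond a log2(FC) of 2 in size were counted as most extremely regulated. For edgeR, the standard error of a log2(FC) was computed back from its size and the test's F statistic. The principal component analysis took the 500 most variable GeneIDs after the variance stabilizing transformation of DESeq2 1.42.0. Distances and components were compared by exact permutation tests. CPM values are given with TMM normalization over all 12 samples, and log2 CPM with a prior count of 2 was an alternative transformation.

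The alternatives set before the data were examined were DESeq2 with and without independent filtering (at its default alpha of 0.1), limma 3.58.1 with voom and sample quality weights, median-of-ratios size factors, no count filter, the filterByExpr filter, all 12 samples in a single fit, sex as a covariate, an offset from the effective lengths, counts thinned to the lowest total, and leaving out each hamster in turn. DESeq2 with effective lengths as normalization factors, the variance stabilizing transformation with the same factors, the scaling of mean distances to groups of 4 hamsters, and a comparison of effective lengths by limma, for GeneIDs with more than 1 transcript and a mean of at least 50 counts, were chosen after seeing the data.

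The genes the text names are those the paper names in its tables, results or discussion. The values in the paper's tables were seen before that rule was written. For sex, the GeneIDs named are among the 9 called between the sexes without SP-NT replicate 19. They were not picked by p alone, since 22202 was picked by its counts in males. The deposited files pair no names with the GeneIDs. Names were attached by finding the GeneID whose log2(FC) and adjusted p, in DESeq2 with effective lengths as normalization factors, equal the values printed in Tables 3, 4 and S3. The sign of the torpor log2(FC) was not used. The size of a log2(FC) in that setting is therefore no independent evidence for a named gene.

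The edgeR and DESeq2 steps were tested on simulated counts with known changes. In each comparison 67 genes were changed 1.5-fold, 67 were changed 2-fold and 66 were changed 4-fold. The Benjamini-Hochberg adjustment is stricter where fewer genes change. The recovered shares therefore need not hold for the real photoperiod comparison, in which edgeR called 6 genes. For photoperiod, over 16199 genes, edgeR recovered 56.7% of the genes changed 1.5-fold, 71.6% of those changed 2-fold and 92.4% of those changed 4-fold, with 9 false calls, and DESeq2 recovered 67.2%, 73.1% and 90.9%, with 28 false calls. For torpor, over 16195 genes, edgeR recovered 67.2%, 77.6% and 87.9% of the genes changed by these folds, with 12 false calls, and DESeq2 recovered 76.1%, 77.6% and 87.9%, with 33 false calls. The step on effective lengths recovered 87.5% of 200 GeneIDs changed by 1.41-fold in the torpor design, with 14 false calls.

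The enrichment of gene ontology terms and the tests of gene lists were not run, since they need names or annotation for all GeneIDs, which were not used here. The assembly was not analysed here.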

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

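The comparison of effective lengths, the tests of depth and of a general shift behind it, and the test of depth for LP-NT replicate 01 were chosen only after the result was seen.

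In 87 groups of 4 values, 6 held a hamster far from the other 3, where chance gives about 1 in 20. LP-NT replicate 01 had 0.0447 CPM of Dio3, which is 1 count, against 0 counts in the other LP-NT hamsters, a difference within counting error. The same hamster had 90.9 CPM of Bhlhe40, against 73.9 to 75.2 in the other LP-NT hamsters. SP-HT replicate 26 had 1.88 CPM of Lrat, against 0.914 to 1.03 in the other SP-HT hamsters, and SP-HT replicate 10 had 0.721 CPM of Grhl2, against 0.307 to 0.377. On PC2, LP-NT replicate 03 lay at 1.28 and the other LP-NT hamsters between -4.19 and -3.60, and SP-HT replicate 02 lay at 0.691 and the other SP-HT hamsters between 4.93 and 5.69. SP-HT replicate 02 is the only hamster of SP-HT labelled female and had the highest terminal body temperature of the group, 25.9 °C against 23.6 to 25.0 °C. Sex and body temperature therefore stay open for its place on PC2, and with 1 such hamster neither was tested. For the other hamsters too, body temperature, body mass and torpor history within the groups were not tested.

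LP-NT replicate 01 lay farthest from the mean of its group, and its counts differed from those of the other LP-NT hamsters with a chi-square per degree of freedom between 26.8 and 37.7, where the other pairs within groups reached at most 21.2. A few GeneIDs are not the reason for its distance, since the 10 GeneIDs that hold most of its squared distance hold 15.1% of it. Whether a few abundant GeneIDs drive its chi-square was not tested. Its total of 22387368 expected counts lies within the range of the other libraries, which argues against depth. What sets it apart stays open, and differences in dissection or in the state of the hamster were not tested.

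The paper's text does not report the effective lengths. Between SP-HT and SP-NT, limma found a difference in log2 effective length for 25 of 12289 GeneIDs with more than 1 transcript. The real grouping gave the most GeneIDs of the 35 ways to split the 8 hamsters (1 of 35), and the highest other count was 3. That is the smallest share 35 splits can give. It argues against chance in how the hamsters were grouped but does not exclude it. Depth is argued against by 24 GeneIDs called between SP-HT and LP-NT, whose totals overlap. Of the 25 GeneIDs, 10 were longer in SP-HT and the others shorter. Each sample's median shift in log2 effective length was removed before the fit. The split therefore cannot decide on a general shift of read positions, as RNA fragmentation would give, and that explanation stays open. With each hamster left out, which leaves fewer hamsters in the fit, the number was 1 without SP-HT replicate 02, 0 without SP-HT replicate 10, 3 without SP-HT replicate 26, 0 without SP-HT replicate 33, 8 without SP-NT replicate 19, 3 without SP-NT replicate 36, 0 without SP-NT replicate 37 and 6 without SP-NT replicate 38. For photoperiod limma called 0 of 12318 GeneIDs, with 592 at an unadjusted p under the threshold and no other tool run. A change in which transcripts of a gene are used in torpor and an uneven estimate of RSEM over fragments of the assembly both stay open as explanations, and neither was tested.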

How the results depend on the processing

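DESeq2 with effective lengths as normalization factors, the variance stabilizing transformation with the same factors, the scaling of distances for group size, and the comparison of effective lengths between groups were chosen only after the result was seen.

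For photoperiod, 8 of 11 alternatives gave a number of genes within 1.5 times the 6 of edgeR. DESeq2 gave 33 genes with and without independent filtering (18 higher, 15 lower), and DESeq2 with length factors gave 32 (15 higher, 17 lower, 7 beyond a log2(FC) of 2 in size). Against 1 higher gene in edgeR, limma gave 3, and all 12 libraries in a single fit and sex as a covariate each gave 2. limma gave 2 genes beyond a log2(FC) of 2 in size, against 4. With each hamster left out in turn, between 5 and 8 genes were called, between 1 and 3 higher, between 4 and 6 lower, and 3 or 4 most extremely regulated; the 3 higher genes were called without LP-NT replicate 01.

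For torpor, 6 of 11 alternatives gave a number within 1.5 times the 389 of edgeR. DESeq2 gave 1017 genes (413 higher, 604 lower in SP-HT), without independent filtering 979 (392 higher, 587 lower), and with length factors 759 (303 higher, 456 lower). Sex as a covariate gave 242 (184 lower) and the offset from effective lengths 147 (31 higher, 116 lower). Beyond a log2(FC) of 2 in size, against 5 genes in edgeR, DESeq2 without independent filtering and limma gave 9 and the length offset 3. Of the 389 genes, 386 were also called by DESeq2, 314 by DESeq2 with length factors, 227 with sex as a covariate and 128 with the length offset. Without single hamsters the count lay between 104 and 318, with 18 to 90 higher and 86 to 228 lower genes and 3 to 7 most extremely regulated. It was 104 without SP-NT replicate 38, 124 without SP-NT replicate 19, 166 without SP-HT replicate 10, 170 without SP-HT replicate 26, 179 without SP-NT replicate 36, 230 without SP-HT replicate 02 and 258 without SP-NT replicate 37. These fits hold fewer hamsters, and their lower counts were not tested for another cause.

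Between SP-HT and LP-NT, edgeR called 221 genes, DESeq2 706, DESeq2 without independent filtering 672, limma 416, the length offset 103 and DESeq2 with length factors 623. Without single hamsters the count lay between 55 and 200, with 87 without LP-NT replicate 02, 67 without LP-NT replicate 03, 84 without LP-NT replicate 05, 67 without SP-HT replicate 02, 56 without SP-HT replicate 10, 55 without SP-HT replicate 26 and 58 without SP-HT replicate 33. All fits with sex used the labels, with SP-NT replicate 19 as male. For sex, edgeR and limma called 0 genes (748 and 810 at an unadjusted p under the threshold), DESeq2 with and without independent filtering 13, and no count filter and thinned counts 3 each. Leaving out each hamster gave between 0 and 9, with 9 without SP-NT replicate 19 and 3 without SP-NT replicate 38. For the interaction of photoperiod and sex, edgeR and limma called 0 (792 and 757 unadjusted) and DESeq2 with and without independent filtering 4. Leaving out each hamster gave 0 or 1, with 1 without LP-NT replicate 05 and 1 without SP-NT replicate 38.

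The difference of SP-HT on PC2 stayed past the threshold under all 4 other transformations or numbers of genes. The sign of a component is arbitrary, so its direction was not compared between settings. With each hamster left out it lay between 1.32 and 7.49, and only without LP-NT replicate 01 (1.32) was it no longer past the threshold; PC1 then separated SP-HT instead. With all 12 samples, no difference in scatter between groups was past the threshold in any setting. The mean distance was lowest in SP-NT in log2 CPM, over all genes and over the 2000 most variable genes, and lowest in SP-HT otherwise. In the 12 settings without a hamster, with distances scaled to groups of 4, SP-HT was lowest in 11 and SP-NT in 1, without SP-NT replicate 38 (6.30 against 6.36 in SP-HT). The distance from a group's own mean is smaller with fewer hamsters, hence the scaling. The Spearman correlation across genes of torpor log2(FC) with effective length was 0.0559 and lay between 0.0199 (without SP-NT replicate 19) and 0.0850 (without SP-HT replicate 33) with each hamster left out, and at 0.0234 without SP-HT replicate 10. Genes are not independent replicates. The number of GeneIDs with a torpor difference in effective length was 25, 16 with a minimum mean of 20 counts and 49 with 200, and between 0 and 8 with each hamster left out: 1 without SP-HT replicate 02, 0 without SP-HT replicates 10 and 33 and without SP-NT replicate 37, 3 without SP-HT replicate 26 and without SP-NT replicate 36, 8 without SP-NT replicate 19 and 6 without SP-NT replicate 38. Between SP-HT and LP-NT it was 24, and 14 with a minimum of 20.

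Among the named genes, Cdc26 changed its sign for photoperiod, from 0.06 to -2.43 in DESeq2 with length factors, where it was called. It was also negative, and not called, with the length offset (-2.41), in limma (-0.10), without LP-NT replicate 01 (-0.11) and without SP-NT replicate 37 (-0.09). For torpor, Fos was negative with sex as a covariate and without SP-HT replicate 10 or 33 or SP-NT replicate 37 or 38 (lowest -0.05), and Fosb with the length offset, thinned counts and length factors and without SP-HT replicate 33 or SP-NT replicate 38 (lowest -0.09), and none of these values was called. Of the 25 values, DESeq2 with and without independent filtering each left 20 on their side of the threshold and called 5 more, and DESeq2 with length factors called 8 more and Cdc26 with the opposite sign. Sex as a covariate, with the sexes as labelled, ended the calls of Egln1, Glut3 and Pml. Their log2(FC) were then 0.84, -0.27 and -0.56 (standard errors 0.177, 0.0621 and 0.123), against 0.81, -0.25 and -0.54 (0.164, 0.0576 and 0.114) without it. The changes were not smaller, and the errors, computed back from the test, were larger. Because SP-NT replicate 19 entered as male, a label in doubt, that fit cannot tell whether sex is part of these changes. The length offset ended the calls of Glut3 and Pml (log2(FC) -0.23 and -0.55), the other size factors and thinned counts each that of Glut3 (-0.24 and -0.26), and limma that of the first record matched to Npvf and Tshb (-3.59, against -3.86 in edgeR). filterByExpr called Sstr1 in addition. With hamsters left out, 178 of these values stayed on their side of the threshold and 22 were no longer called: the first record matched to Npvf and Tshb without SP-NT replicate 36, and Egln1, Glut3 and Pml each without 7 hamsters, at log2(FC) between 0.76 and 0.88, -0.29 and -0.20, and -0.59 and -0.47 over all 8. For Cdc26, the length factors and the length offset enter its log2 ratio of effective lengths, 2.49 for SP-NT over LP-NT, by construction. For the other changes the cause was not tested.

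Depth limits the low genes most. Dio3 rests on 45 counts in SP-NT and 1 in LP-NT, and Cspg4b and Grhl2 on at most 19 and 17 counts per hamster. No paired analysis was possible because the groups compared share fewer than 2 replicate numbers. The tests of gene lists, with their alternatives, were not run.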

Differences from the paper's values

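The use of effective lengths in DESeq2 and the scaling of distances for group size were chosen only after the result was seen, and no other setting here was. For torpor, 59 indicator genes matched to Table S3 on the size of their log2(FC) and their adjusted p all had a sign opposite to that of the labelled samples, so torpor values are also given as SP-NT over SP-HT, the direction on which they match the paper's values. The paper's legends name SP-NT as the baseline.

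For photoperiod, the paper's number of regulated genes is 32, and edgeR gave 6. The paper's 15 upregulated and 17 downregulated genes stand against 1 and 5. DESeq2 with and without independent filtering gave 33 genes (18 and 15), within 1.5 times of the paper's numbers, while limma, the other size factors, the other filters, the fit of all 12 libraries, sex as a covariate, the length offset, thinned counts and leaving out each hamster did not come within 1.5 times. DESeq2 with length factors, chosen after seeing the values, gave 32 genes (15 and 17). The paper's 7 most extremely regulated genes stand against 4. DESeq2 with and without independent filtering gave 5, and with length factors 7.

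For torpor, the paper's number is 759, and edgeR gave 389. On the paper's direction, SP-NT over SP-HT, edgeR gave 307 higher and 82 lower genes, which are 82 higher and 307 lower as the samples are labelled, against the paper's 456 upregulated and 303 downregulated genes. DESeq2 gave 1017 genes and 979 without independent filtering, with 413 and 392 lower on the paper's direction, within 1.5 times of the paper's numbers. None of the other alternatives set before the data were examined came within 1.5 times of the total or of the number of downregulated genes. DESeq2 with length factors, chosen after seeing the values, gave 759 genes, 456 higher and 303 lower on the paper's direction.

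For Cspg4b the paper's log2(FC) is 4.1 and edgeR gave 0.71, and for Cdc26 the paper's is -2.4 and edgeR gave 0.0596. The length offset, set before the data were examined, gave 3.32 and -2.41, within the larger error of the paper's values, as did DESeq2 with length factors, chosen after seeing the values, with 4.06 and -2.43. Among the alternatives set before the data were examined, no other did so. For Rbm3-ps the paper's log2(FC) is 2.5, and edgeR gave -2.28 as the samples are labelled, which is 2.28 on the paper's direction. The length offset gave 2.49 and leaving out SP-HT replicate 02 gave 2.44 on that direction, and the length factors 2.48. For Grhl2 the paper's value is 2.4, and edgeR gave -0.28 as labelled, or 0.28 on the paper's direction, with 2.26 under the length offset and 2.37 with the length factors. For Egln1 the paper's value is -2.0, and edgeR gave 0.81 as labelled, or -0.81 on the paper's direction, with -1.99 under the length offset and -2.01 with the length factors. For c-Jun1 the paper's value is -0.2, and edgeR gave 0.0773 as labelled, or -0.0773 on the paper's direction, with -0.15 under the length offset and -0.16 with the length factors. Since the names were attached in the setting with length factors, a value close to the paper's in that setting is no independent evidence.

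The paper states that Dio3, Per3 and Pomc were regulated by photoperiod and that Sstr1, Ppp1cc and c-Jun1 were regulated in torpor, where edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave adjusted p of 0.180, 0.437, 0.643, 0.0540, 0.104 and 0.447. DESeq2 with its default settings called the first 5 of these, and c-Jun1 only with length factors, and edgeR with the filterByExpr filter called Sstr1. It also states that the hypothermic samples clustered most tightly; the mean distance from the group mean was lowest in SP-HT over the 500 most variable genes after the variance stabilizing transformation, with and without length factors. It was lowest in SP-NT in log2 CPM, over all genes and over the 2000 most variable genes, and no pair of groups was past the threshold in any of these settings. In the 12 settings without a hamster, with distances scaled to groups of 4, SP-HT was lowest in 11 and SP-NT in 1, without SP-NT replicate 38 (6.30 against 6.36 in SP-HT). The shares of variance of PC1 and PC2 were 25.3% and 19.3%, against about 24% and about 17% in Fig. 2, read by eye. In text and tables the paper gives Rbm3-ps, C1qtnf12, Gm16500, Pml, Glut3 and Sstr1 as upregulated and Jun and Bhlhe40 as downregulated in torpor, the opposite of their direction in the labelled samples.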

Other observations

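The tests of depth for the torpor count, both tests of the sign of the torpor fold changes, and the tests of a swap and of low depth for SP-NT replicate 19 were chosen only after the result was seen.

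All 59 indicator genes that matched Table S3 in size and adjusted p had a torpor sign opposite to that of the labelled samples. The sign for torpor was left out of the match, while that for photoperiod was part of it. With the torpor values shuffled, a mean of 1.22 genes matched. A candidate explanation is that the paper's torpor log2(FC) is SP-NT over SP-HT, but it was formed from these same signs, so 59 of 59 is no test of it and it stays open. An exchange of the SP-HT and SP-NT labels in the deposited files is argued against, since the samples labelled SP-HT then would give the paper's 32 photoperiod genes against LP-NT, and gave 623 in the setting in which the samples labelled SP-NT gave 32. In Table S1 the hamsters labelled SP-HT had a terminal body temperature between 23.6 and 25.9 °C and those labelled SP-NT between 34.9 and 35.5 °C, which does not settle the direction of the tables. An exchange made before both the paper's tables and the files would leave the same sign in both and cannot be the reason for opposite signs.

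The number of torpor genes in edgeR, 389, was the highest of the 35 splits of the 8 hamsters (1 of 35, highest other 9), as were the 6 photoperiod genes (1 of 35, highest other 2) and the 221 genes between SP-HT and LP-NT (1 of 35, highest other 1). Since 1 of 35 is the smallest share these splits can give, chance in the grouping is argued against for each but not excluded. Depth differed between SP-HT and SP-NT, and thinning all 8 samples to the lowest total left 317 torpor genes, 305 of them among the 389, which argues against depth as the whole reason. Sex was uneven between the groups, and with sex as a covariate 242 genes were called. That fit took SP-NT replicate 19 as male, as it is labelled. The label is in doubt, so the groups may be more uneven in sex than the labels give, and sex is not excluded as part of the torpor count. Effects of time in torpor, temperature and handling go with the groups and were not tested apart.

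SP-NT replicate 19 is labelled male. In the other 11 samples, edgeR called 9 GeneIDs between the sexes, 6 higher and 3 lower in males, and at 9 of these 9 the library labelled SP-NT replicate 19 lay nearer the mean of the females. The record 20592 had 0 counts in it and between 979 and 1699 in the other males. A wrong sex entry or a mislabelled sample may be the reason, and which of these it is was not tested. For a swap with a library labelled female, those of the 9 GeneIDs with at least 100 counts in each of the other 6 males were examined. The one with the lowest counts in males is 22202, with 163 to 728, and the females held at most 4 counts of it. These GeneIDs were called for separating the labelled sexes in these same libraries, so that choice largely set the low counts in females. A swap therefore stays open. Low depth is argued against. The other males' median share of 22202 would give 407.5 counts at the total of SP-NT replicate 19, which held 1. No biological explanation was tested. Over all 12 samples edgeR called 0 of 16380 genes for sex (748 at an unadjusted p under the threshold; DESeq2 13, limma 0), all with the sexes as labelled. With 0 calls every assignment of the sexes within groups gives as many (50 of 50 drawn, highest other 3), so the draws say nothing about chance. Without SP-NT replicate 19, 9 genes were called.

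The interaction of photoperiod and sex gave 0 of 16199 genes in edgeR, with 792 at an unadjusted p under the threshold, 4 in DESeq2 and 0 in limma. These fits too took SP-NT replicate 19 as male, so a doubtful label enters their counts. The Spearman correlation across 16195 genes between the torpor log2(FC) and effective length was 0.0559, and genes are not independent replicates.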
